# TGFβ-induced expression of long noncoding lincRNA Platr18 controls breast cancer axonogenesis

**DOI:** 10.26508/lsa.202101261

**Published:** 2021-11-22

**Authors:** Simon Grelet, Cécile Fréreux, Clémence Obellianne, Ken Noguchi, Breege V Howley, Annamarie C Dalton, Philip H Howe

## Abstract

Metastasis is the leading driver of cancer-related death. Tumor cell plasticity associated with the epithelial–mesenchymal transition (EMT), an embryonic program also observed in carcinomas, has been proposed to explain the colonization of distant organs by the primary tumor cells. Many studies have established correlations between EMT marker expression in the primary tumor and metastasis in vivo. However, the longstanding model of EMT-transitioned cells disseminating to secondary sites is still actively debated and hybrid states are presently considered as more relevant during tumor progression and metastasis. Here, we describe an unexplored role of EMT on the tumor microenvironment by controlling tumor innervation. Using in vitro and in vivo breast tumor progression models, we demonstrate that TGFβ-mediated tumor cell EMT triggers the expression of the embryonic LincRNA Platr18 those elevated expression controls the expression of the axon guidance protein semaphorin-4F and other neuron-related molecules such as IGSF11/VSIG-3. Platr18/Sema4F axis silencing abrogates axonogenesis and attenuates metastasis. Our observations suggest that EMT-transitioned cells are also locally required in the primary tumor to support distant dissemination by promoting axonogenesis, a biological process known for its role in metastatic progression of breast cancer.

## Abstract (precis)

Tumor axonogenesis is an emerging hallmark of cancer and TGF-beta is a well-known cytokine involved in the control of cancer progression. In this study we identify a novel function for the TGF-beta signaling in cancer aggressivity by promoting cancer axonogenesis.

## Introduction

Although metastasis is the overwhelming cause of mortality in patients with solid tumors, the molecular and cellular mechanisms that drive tumor cells to become metastatic remain largely unknown (Weigelt et al, 2005; Gupta & Massagué, 2006; Chaffer & Weinberg, 2011). Epithelial-mesenchymal transition (EMT) occurs normally during early embryonic development as well as later in development and during wound healing in adults and is also reactivated during cancer progression and metastasis (Tsai et al, 2012; Tran et al, 2014; Krebs et al, 2017; Yang et al, 2020). The reverse process, known as mesenchymal–epithelial transition, also occurs frequently during health and disease. While occurring in vivo during normal development or in a pathological context, the EMT program is often incomplete, resulting in cells exhibiting diverse intermediate states that maintain both epithelial and mesenchymal characteristics depending on the biological context (Nieto et al, 2016; Jolly et al, 2019; Pastushenko & Blanpain, 2019; Yang et al, 2020). Overall, the precise role of EMT programs in tumor invasion remains highly investigated and discussed among the scientific community (Fischer et al, 2015; Ye & Weinberg, 2015; Zheng et al, 2015; Smith & Bhowmick, 2016; Aiello et al, 2017; Brabletz et al, 2018; Dongre & Weinberg, 2018).

It has been described that nerve fibers and neuron progenitors can infiltrate the primary tumor during cancer development (Mauffrey et al, 2019). The nerve density in solid tumors has also been clearly correlated to poor clinical outcomes in many cancer types including breast carcinomas (Magnon et al, 2013; Kamiya et al, 2019; Mauffrey et al, 2019). Hence, the little-understood molecular mechanisms of cancer–nerve crosstalk during cancer-associated neural infiltration represent opportunities for therapeutic intervention and needs further investigation.

Long noncoding RNAs (lncRNAs) are transcripts greater than 200 nucleotides deprived of any protein coding potential. They are divided into five broad categories, including sense, antisense, bidirectional, intronic, and intergenic, with respect to the nearest protein-coding transcripts (Meseure et al, 2015). LncRNAs modulate gene expression through different cis- or trans-acting mechanisms and they now represent essential factors in the regulation of tumor cell plasticity (Grelet et al, 2017b). Many LncRNAs are dysregulated in cancers and they have emerged as critical regulators of tumor metastasis; however, their functional integration into biological programs mediating tumor progression still needs further investigation (Bhan et al, 2017).

hnRNP E1 (PCBP1) regulates alternative splicing, mRNA stabilization, and protein translation (Grelet & Howe, 2019). The binding of hnRNP E1 to BAT structural motifs (TGFβ-activated translation) located in the 3′-UTR of a set of mesenchymal transcripts maintains epithelial cell integrity (Chaudhury et al, 2010; Hussey et al, 2011). We also identified an alternative splicing event occurring early during hnRNP E1–mediated tumor cell EMT that triggers the expression of the lncRNA PNUTS and neutralizes miR205 bioavailability in epithelial cells (Grelet et al, 2017a).

Whereas most of the mechanisms involving hnRNP E1 in tumor progression are linked to the post-transcriptional regulation of gene-expression, the impact of hnRNP E1 alteration in the transcriptional landscape of tumor cells requires further investigation. Herein, we extend our knowledge regarding the function of hnRNP E1 in the transcriptional regulation of gene expression using genome-wide unbiased approaches. By exploring the dynamics of LncRNA regulation in a hnRNP E1–mediated mouse breast cancer progression model, we identify how primary tumor cell EMT could trigger tumor axonogenesis and metastasis and validated the correlation between the EMT program and axonogenesis in the context of human breast carcinomas.

## Results

### EMT-regulated embryonic LncRNAs

We and others previously showed that TGFβ-mediated phosphorylation of hnRNP E1/PCBP1 or its silencing induces EMT (Chaudhury et al, 2010; Song et al, 2014; Grelet et al, 2017a; Grelet & Howe, 2019). This switch mimics TGFβ exposure of normal epithelial or carcinoma cells and activates the tumorigenicity of normal murine mammary gland (NMuMG) epithelial cells (Chaudhury et al, 2010; Hussey et al, 2011). We developed a mouse model of breast tumor progression by orthotopic injection of NMuMG cells silenced for hnRNP E1 (E1KD) (Fig 1A) (Howley et al, 2017) and collected primary tumor (M1P) and distant metastasis (L1P) cells to study LncRNAs regulation. 

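NMuMG is an epithelial cell line from the mammary gland of a normal mouse, and the M1P and L1P cells were recovered from the tumor and the metastases that E1KD cells had formed. RNA from each of the 4 lines was sequenced in 2 libraries, and the paper's methods describe single-pass runs on an Illumina HiSeq2500. The authors aligned the reads with Bowtie2, assigned them to the genes of the mouse M18 annotation with Partek's expectation-maximization method, and deposited counts per 1e6 reads (CPM) for 54986 genes, with 0.0001 added to every value. Most low values are whole multiples of the value of 1 read, which gives the number of reads that each library was scaled to, in units of 1e6 reads (M). That number was 53.0 and 56.5 M in NMuMG, 50.8 and 54.1 M in E1KD, 56.4 and 57.3 M in M1P and 51.0 and 51.5 M in L1P. At these depths 3 reads on a gene are worth between 0.0524 and 0.0591 CPM. The steps were whole for only 86.3% to 87.5% of the values of these libraries. The expectation-maximization method can share reads between genes, but whether this is the cause was not tested. In 10 other libraries of the study 96.6% to 96.9% were whole, so the method alone does not account for the lower share. Because not all steps were whole, the CPM values were not turned back into counts. They were analyzed on the log2(CPM + 1) scale with limma, in one fit of the 20 libraries of the study with a mean for each of the 10 conditions. The test covered the 17106 genes with at least 1 CPM in at least 2 libraries, of which 904 were long noncoding genes. A gene was called differentially expressed at an unadjusted p under 0.001 and an absolute log2 fold change of at least 1, the lines drawn in Fig 1B. Fold changes on this scale understate the change of genes with low CPM. Pcbp1, the gene of hnRNP E1 (ENSMUSG00000051695.6), had 287 and 312 CPM in the NMuMG libraries, 16.6 and 14.21 CPM in E1KD, 26.5 and 27.6 CPM in M1P, and 28.6 and 30.5 CPM in L1P. Its log2 fold change between E1KD and NMuMG was -4.20 (standard error 0.0848, adjusted p = 2.7e-14 from limma with Benjamini-Hochberg adjustment). An antisense gene that overlaps Pcbp1, RP23-20K24.5, had at most 8.48 CPM in any library. The E1KD libraries differed from each other more than other replicates did: the log2 ratio of replicate 1 to replicate 2 had a median of 0.29 across the tested genes, and no other pair exceeded 0.07 in size.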

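Among the 904 long noncoding genes tested, 66 were called between E1KD and NMuMG, 36 of them higher and 30 lower in E1KD. Between L1P and M1P, 12 were called, 10 of them higher and 2 lower in L1P. With a Benjamini-Hochberg adjusted p under 0.05 from limma in place of the unadjusted p, and the same limit on the fold change, the numbers were 71 and 12. Both numbers depend on the settings: with genes of a mean of at least 5 CPM alone 19 and 3 were called, with pseudocount 0.1 154 and 36, and with all gene types other than protein-coding 183 and 23. With only the compared lines in the fit, 36 and 11 were called. The balance of directions in E1KD moved as well. It was 15 higher and 21 lower in that fit, 76 and 78 with pseudocount 0.1, and 9 and 10 with a mean of at least 5 CPM. With all gene types other than protein-coding it was 112 and 71. With the replicate number as a block in the fit, 64 and 12 were called. Libraries with the same replicate number did not deviate together from the means of their lines, as the correlation of their deviations across the tested genes was -0.0026 for E1KD and NMuMG and 0.0111 for L1P and M1P. Over all types of gene, 1614 genes were called between E1KD and NMuMG, 1102 higher and 512 lower in E1KD, and 207 between L1P and M1P, 127 higher and 80 lower in L1P.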

High throughput RNA-sequencing (RNA-Seq) analysis identified 186 & 26 noncoding transcripts differentially expressed in “EMT” (*E1KD* versus *NMUMG*) or “metastasis” (*L1P* versus *M1P*) steps of tumor progression, respectively (Fig 1B). *Platr18* long intergenic non–protein-coding RNA (LincRNA), also known as *LncEnc1*, was the most commonly regulated transcript as well as the highest hit during metastasis. 

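Platr18 is listed in the deposited table as Lncenc1 (ENSMUSG00000078952.9, lincRNA). It had 1.35 ± 0.151 CPM (SD, n = 2 libraries) in NMuMG, 16.2 ± 2.29 CPM in E1KD, 25.9 ± 0.404 CPM in M1P and 75.1 ± 2.55 CPM in L1P. Its log2 fold change was 2.87 between E1KD and NMuMG (standard error 0.0923, adjusted p = 3.5e-12 from limma) and 1.497 between L1P and M1P (standard error 0.0923, adjusted p = 5.0e-08 from limma). Both changes exceeded the spread between replicates: with each library left out in turn, they stayed between 2.74 and 3.01 and between 1.46 and 1.53. From E1KD to M1P Platr18 rose by 0.65 on the log2 scale (adjusted p = 7.7e-05 from limma), which is under the limit of 1. Of the long noncoding genes tested, 5 were called at both steps, 4 of them higher at both and 1 lower at both, and Platr18 had the largest change of the 5 at either step. The other genes, named after their values were seen, were ENSMUSG00000111888.1, RP23-68M8.2 and RP23-181J14.2, which were higher, and RP24-67N17.2, which was lower. The number depends on the settings: ENSMUSG00000111888.1 was not called in E1KD with either rescaling of the values, and neither it nor RP24-67N17.2 was with only the E1KD and NMuMG libraries in the fit. Between L1P and M1P, Platr18 ranked 2 of 904 by the size of the fold change and 8 by p. With pseudocount 0.1 these ranks were 18 and 3, and with genes of a mean of at least 5 CPM alone they were 1 and 2, of 150. In an F test of limma over the 4 lines, Platr18 ranked 6 among the long noncoding genes, behind Xist, RP24-286J21.7, ENSMUSG00000105703.2, RP23-381B19.2 and Gm26883. The paper states from this experiment that Platr18 is shared by the EMT and metastasis steps and leads the metastasis step.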

*Platr18* dynamics were validated by RT-PCR (Fig 1C) and mining from a previous microarray experiment (Howley et al, 2017) ranked it at the 99.95 percentile of the entire dataset and as the most regulated LncRNA across the series (Fig S1A and B and Table S1). TGFβ triggers a strong EMT and dynamically up-regulates Platr18 expression that is reversed upon TGFβ withdrawal in both NMuMG cells (Fig 1E–G) and in the PyMT-1099 cell line established by the Christofori’s group (Saxena et al, 2018) (Fig S1C).

Table S1 Most regulated transcripts in the Affymetrix array dataset (GSE94637).

**Figure 1.**
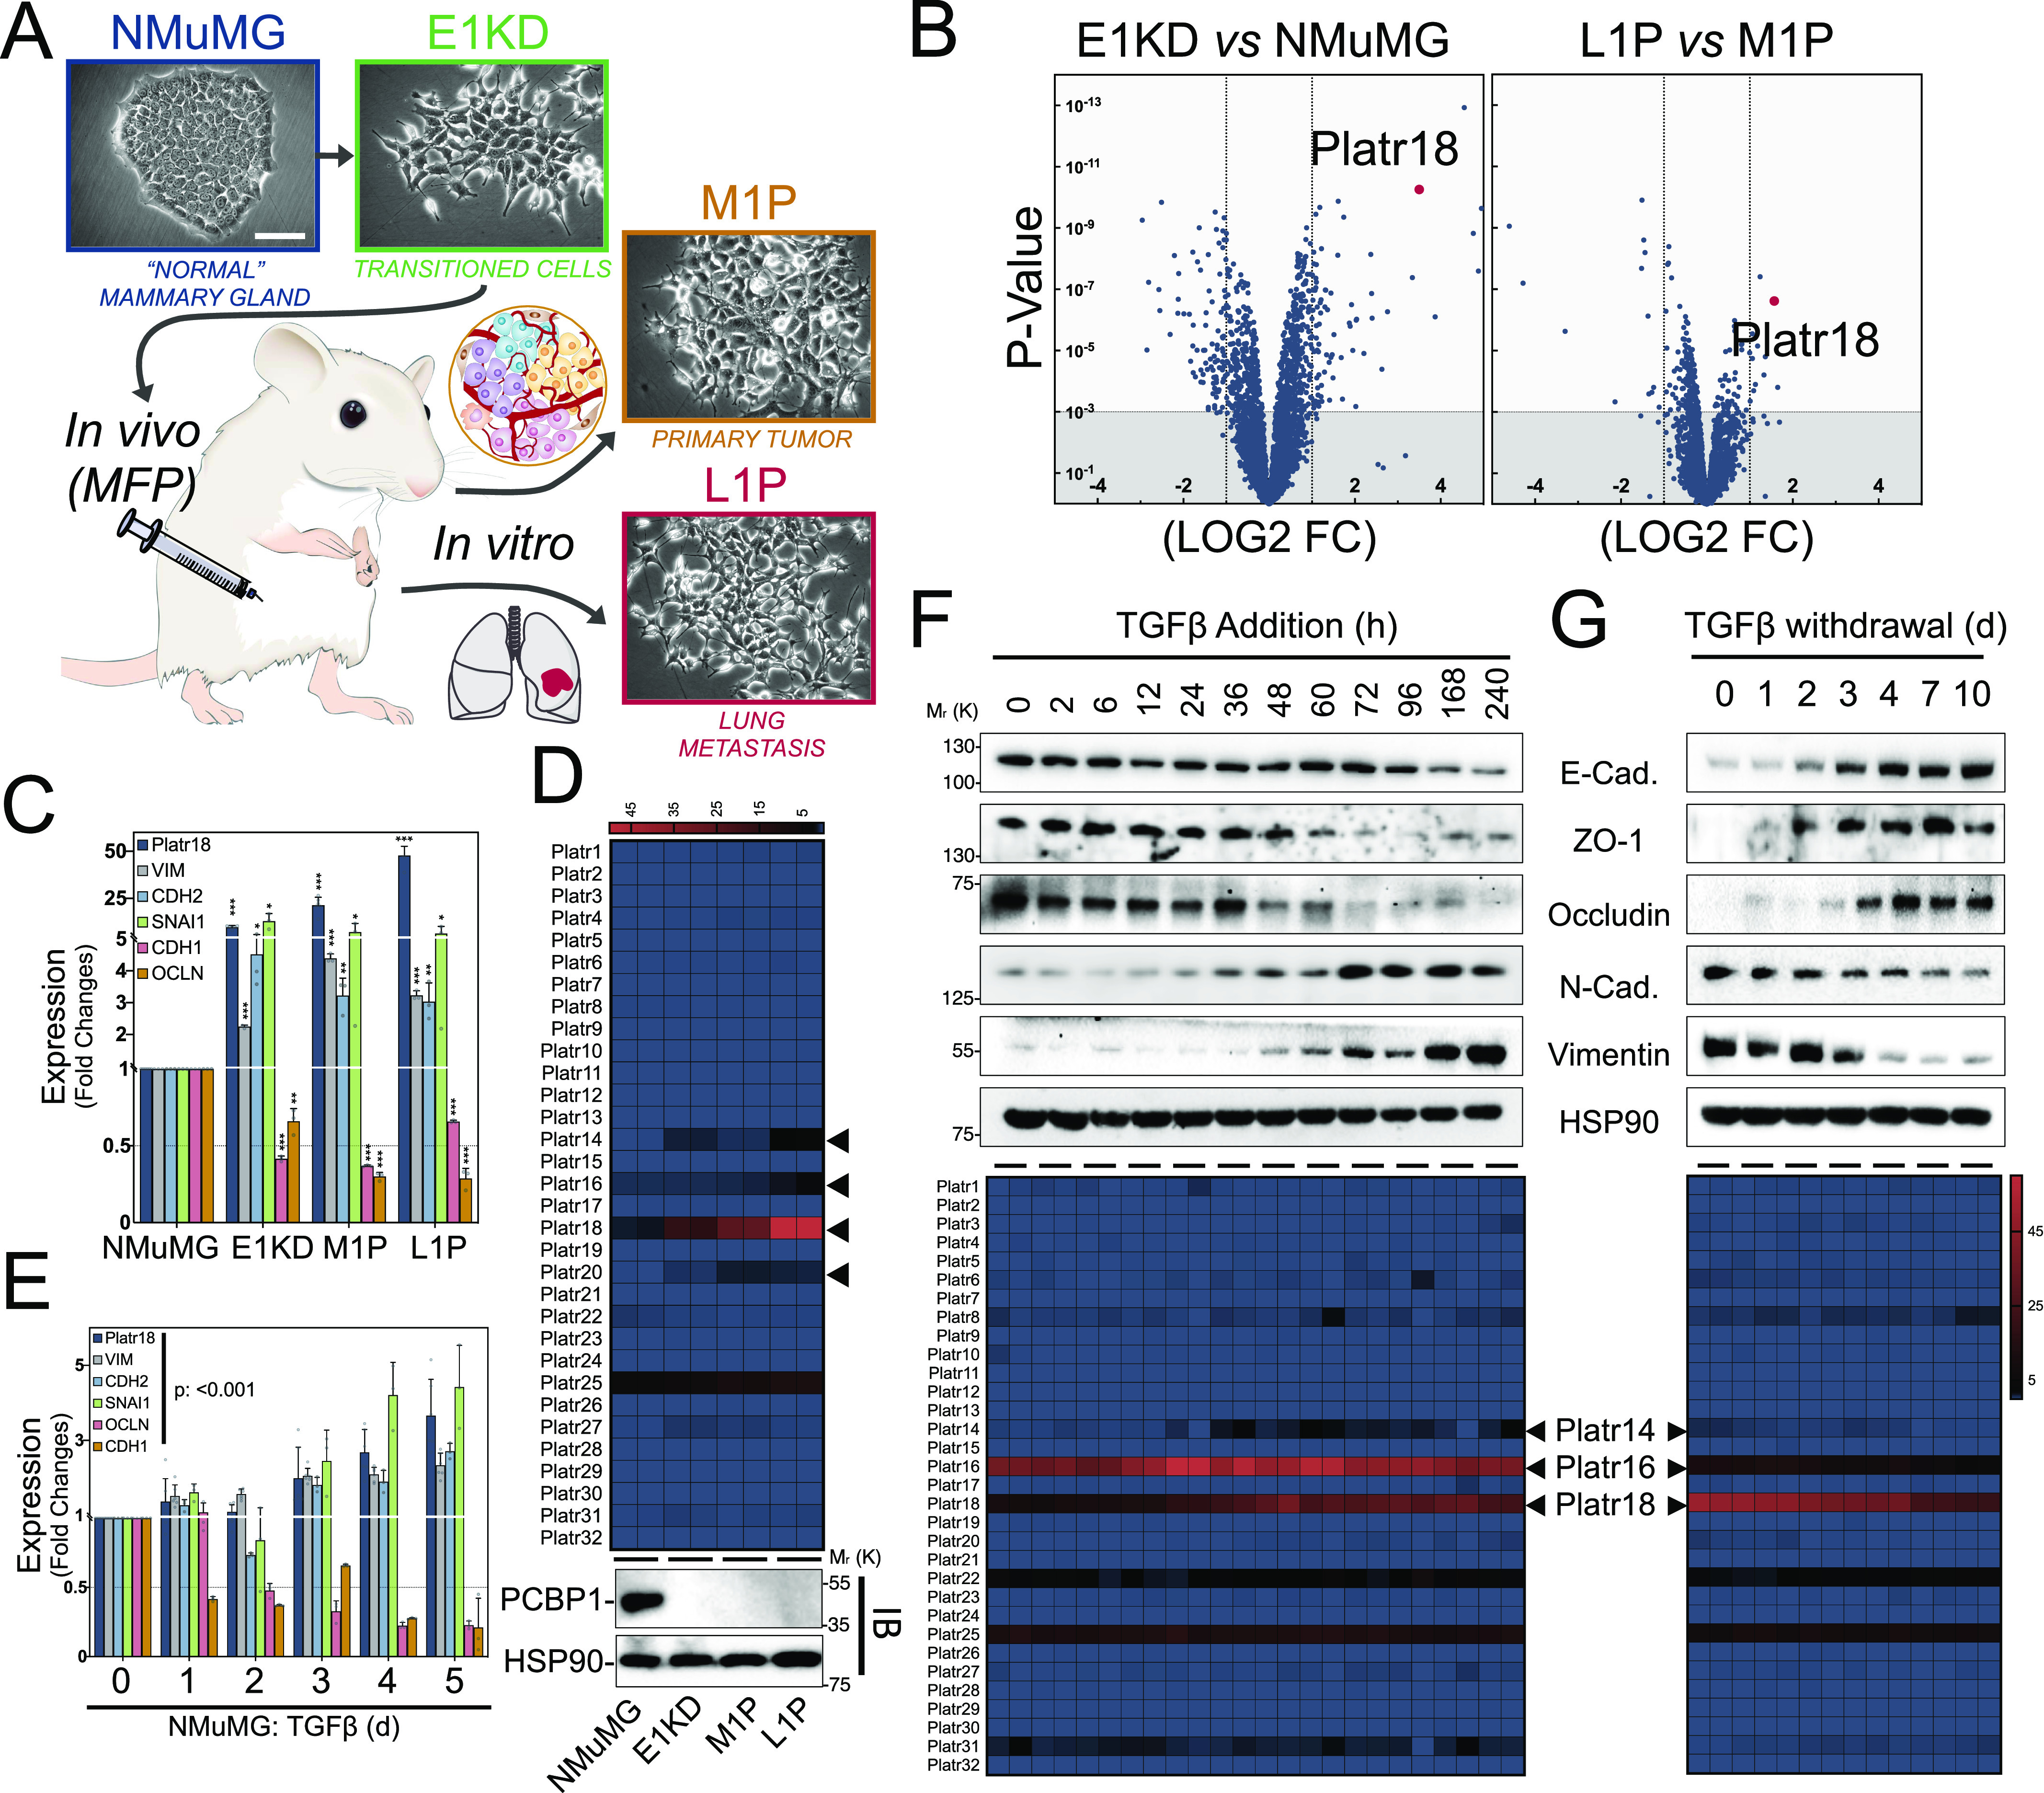
Regulation of Platr embryonic long noncoding RNAs during epithelial–mesenchymal transition (EMT). **(A)** Schematic of the mouse tumor progression model. Non-transformed normal murine mammary gland (NMuMG) cells were silenced for hnRNP E1 and injected into the mammary fat pad of 6-wk old NOD/SCID mice. After ∼12 wk, cells from the primary tumor (M1P) and lung metastases (L1P) were isolated and harvested for culture in vitro. Each established cell line is presented on phase contrast micrographs. **(B)** Volcano plots of the RNA-Seq analysis of noncoding transcripts expression at the EMT (*E1KD* versus *NMuMG*) and metastatic (*L1P* versus *M1P*) steps of tumor progression. Only long noncoding transcripts are plotted. **(C)** Quantitative RT-PCR analysis of Platr18 transcript, mesenchymal markers vimentin (VIM), N-Cadherin (CDH2) and snail (SNAI1), epithelial markers occludin (OCLN) and E-cadherin (CDH1) in hnRNP E1–derived cells. Data are normalized to HPRT and expressed in fold changes compared with the control with mean ± SD. ANOVA *P* < 0.0001. **(D)** (Top) Heat map from RNA-Seq analysis of Platrs expression in the NMuMG-derived breast tumor progression model. Each cell line is in duplicate. (Bottom) Immunoblot analysis of PCBP1 expression in the tumor progression series. **(E)** Quantitative RT-PCR analysis of Platr18 transcript, mesenchymal markers vimentin (VIM), N-Cadherin (CDH2) and Snail (SNAI1), epithelial markers occludin (OCLN) and E-cadherin (CDH1) transcripts expression during TGFβ-mediated EMT in NMuMG cells. Data are normalized to HPRT and expressed in fold changes compared to the control with mean ± SD (n = 3–6). **(F, G)** Immunoblot analysis (top panel) of E-cadherin, ZO1 and occludin epithelial markers and vimentin and N-cadherin mesenchymal markers expression during TGFβ-induced EMT (F) or TGFβ-retrieval model of mesenchymal–epithelial transition after 10 d of continuous TGFβ exposure in NMuMG cells (G). Heat map (bottom panel) of Platr noncoding RNA genes expression during TGFβ-mediated cell EMT of NMuMG cells. RNA-Seq data extracted from GSE112797 with each time point in duplicate (n = 2). Data are mean ± SD; NS, nonsignificant, **P < 0.05, ***P < 0.01, ***P < 0.001, or *P*-values are from ANOVA. HSP90 serve as loading controls. Experiments have been repeated three times or as specified in the legend. Scale bars: 50 μm.

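In the comparison of E1KD with NMuMG, the long noncoding genes with the smallest p were ENSMUSG00000105703.2, Gm26883, Ptgs2os2, Airn and RP23-442M18.1. ENSMUSG00000105703.2 had 0.323 ± 0.131 CPM (SD, n = 2) in NMuMG and 148 ± 8.48 CPM in E1KD, a log2 fold change of 6.81 (standard error 0.0918, adjusted p = 9.5e-16 from limma). The other 4 fell, by log2 fold changes of -2.37 for Gm26883, -2.06 for Ptgs2os2, -2.72 for Airn and -2.76 for RP23-442M18.1. The largest fold change of a long noncoding gene was that of Gm26880, at 7.87 (standard error 0.304, adjusted p = 2.9e-11 from limma), and its E1KD libraries were far apart, at 414 and 139.8 CPM. In the comparison of L1P with M1P, RP23-381B19.2 had both the smallest p and the largest change: 1.15 ± 0.0223 CPM in M1P and 12.2 ± 0.536 CPM in L1P, a log2 fold change of 2.62 (standard error 0.0546, adjusted p = 1.8e-12 from limma). The next by p were RP24-463K5.2 at 1.25, RP23-68M8.2 at 1.19, RP24-67N17.2 at -1.26 and RP24-286N17.2 at -1.23 on the log2 scale.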

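The deposited table lists 28 Platr genes, with Platr18 under Lncenc1, and 5 of them reached 1 CPM in enough libraries to be tested: Platr14, Platr16, Platr18, Platr20 and Platr25. In the order of its libraries, replicate 1 and then replicate 2, Platr18 had 1.24 and 1.45 CPM in NMuMG, 17.9 and 14.6 CPM in E1KD, 25.7 and 26.2 CPM in M1P, and 76.9 and 73.3 CPM in L1P. The duplicates of each line lay closer to each other than to those of any other line. Platr25, which the table gives as protein-coding, had means of 4.47 CPM in NMuMG, 5.60 CPM in E1KD, 7.71 CPM in M1P and 9.94 CPM in L1P. Of the 5 genes tested, 2 were called between E1KD and NMuMG and 1 between L1P and M1P.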

**Figure S1.**
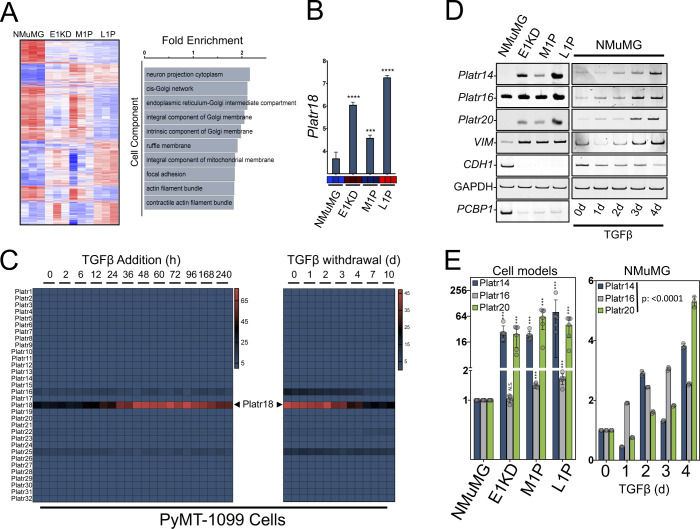
Platr non-coding genes are reactivated during cancer cell plasticity and metastasis. **(A)** Affymetrix transcriptomic analysis of genes expression in the tumor progression model. Heat map showing the differentially expressed genes across the series. Affymetrix array from GSE94637 with each sample in triplicate (left). Gene ontology term enrichment classification by cell component of the set of the most regulated genes (F score >5) (right). **(B)** Affymetrix expression profile of Platr18 in the NMuMG-derived breast tumor progression model. **(C)** Heat map of Platrs expression in the TGFβ-induced epithelial–mesenchymal transition (left) or TGFβ-retrieval model of mesenchymal–epithelial transition after 10 d of continuous TGFβ exposure (right) of the PyMT-1099 cell line derived from mouse mammary tumor virus-PyVT model of breast cancer. RNA-seq data extracted from (GSE114572) with each time point in duplicate. **(D, E)** Platr-14/-16/-20 expression in NMuMG-derived breast tumor progression and TGFβ-mediated epithelial–mesenchymal transition analysis by using (D) end point PCR and (E) quantitative PCR. (n = 6) Data are mean ± SD; NS, nonsignificant; ***P < 0.001 or *P*-value from ANOVA. GAPDH serves as a loading control. Experiments have been repeated three times or as specified in the legend.

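The deposited table places Platr18 on chromosome 13 of GRCm38, from 97434970 to 97497007 on the forward strand. RP24-192J9.1, a processed pseudogene on the reverse strand, overlaps it and had at most 8.85 CPM in any of the 20 libraries. The paper's text does not say whether reads were assigned by strand, so reads of the pseudogene and of Platr18 may not be fully separated in these values.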

*Platr18* is the 18^th^ member of the Platr noncoding RNA cluster (pluripotency-associated transcript) required in the maintenance of embryonic stem cells (ESCs) (Ivanova et al, 2006; Guttman et al, 2011; Sun et al, 2018). Platr transcripts do not share commonalities other than their tight association with the pluripotent state of ESCs but other members (Platr14, 16, and 20) are also significantly reactivated during both tumor progression and TGFβ-mediated EMT of NMuMG cells (Figs 1D, F, and G and S1D and E).

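NMuMG cells treated with TGFβ for 4 d were sequenced in 2 libraries scaled to 59.9 and 60.0 M reads. Platr14, on chromosome 2 from 104559163 to 104571429, had at most 3 reads in either NMuMG library and means of 1.45 CPM in E1KD, 0.625 CPM in M1P, 2.19 CPM in L1P and 0.0585 CPM after TGFβ. It was at least 25.6-fold higher in E1KD than in NMuMG, with a log2 fold change of 1.24 (standard error 0.0927, adjusted p = 4.9e-08 from limma), and was called. Between L1P and M1P its log2 fold change was 0.97 (adjusted p = 4.7e-06 from limma), under the limit of 1, though it was 1.66 with pseudocount 0.1 and 1.05 with values rescaled to equal sums, and was called with both. After TGFβ it was 0.04 (adjusted p = 0.771 from limma). With only the compared groups in the fit, Platr14 was not called in E1KD. Platr20, on chromosome 11 from 51189833 to 51220418, also had at most 3 reads in either NMuMG library. Its means were 0.635 CPM in E1KD, 1.22 CPM in M1P, 1.03 CPM in L1P and 0.0335 CPM after TGFβ. It was at least 11.2-fold higher in E1KD than in NMuMG, with a log2 fold change of 0.66 (adjusted p = 1.1e-05 from limma), which did not reach 1. With pseudocount 0.1 its log2 fold change was 2.52 and it was called. After TGFβ its log2 fold change was 0.01 (adjusted p = 0.970 from limma), and both groups had 3 reads or fewer per library. Platr16, on chromosome 4 from 145410245 to 145449756, had means of 0.117 CPM in NMuMG, 0.234 CPM in E1KD, 0.159 CPM in M1P, 0.260 CPM in L1P and 0.115 CPM after TGFβ. No difference in Platr16 was detectable at this depth between E1KD and NMuMG (log2 fold change 0.13, adjusted p = 0.384 from limma) or after TGFβ (log2 fold change -0.0048). ENSMUSG00000082082.1, a transcribed pseudogene on the same strand, overlaps Platr16 and reached 31.3 CPM, so the values of Platr16 are uncertain. None of the 5 Platr genes tested was called after TGFβ. The silencing of hnRNP E1 can also be read from E1KD cells with a scrambled shRNA beside NMuMG cells with an empty vector. There Platr20 had means of 0.531 and 0.452 CPM, and its libraries overlapped. Platr14 had 3.78 and 0.119 CPM, and Platr16 0.866 and 1.78 CPM.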

### Platr18 controls Sema4F expression

Platr18 is among the more robustly regulated transcripts in the tumor progression series and is the most regulated noncoding transcript after hnRNP E1 silencing. 

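Between E1KD and NMuMG, Platr18 ranked 4 of the 904 long noncoding genes by the size of the log2 fold change and 7 by p. Among all 17106 genes tested it ranked 176 by size and 191 by p. Its rank by p among the long noncoding genes was 3 with values rescaled by median-of-ratios factors or to equal sums, and 19 with only the E1KD and NMuMG libraries in the fit. The silencing of hnRNP E1 can also be read from 4 libraries of another kind: E1KD cells with a scrambled shRNA (E1KD SCR), in which Pcbp1 was 3.28 and 3.46 CPM, and NMuMG cells with an empty vector, in which it was 32.3 CPM in both libraries. Platr18 had 3.01 ± 0.123 CPM (SD, n = 2) in E1KD SCR and 3.37 ± 0.445 CPM in Empty vector, a log2 fold change of -0.12 (standard error 0.0923, adjusted p = 0.330 from limma). This comparison was added after the values were seen.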

Single-molecule RNA-FISH revealed its nuclear enrichment after its forced overexpression or its up-regulation by TGFβ treatment of the NMuMG cells (Fig 2A), suggesting a functional integration into the transcriptional program of EMT as it was observed in the context of ESCs (Bergmann et al, 2015; Sun et al, 2018). 

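In addition to the lines above, libraries were made in duplicate from 2 NMuMG clones that overexpress Platr18 (clones 12 and 16), NMuMG cells with an empty vector, E1KD cells with a scrambled shRNA (E1KD SCR) and E1KD cells with an shRNA against Platr18 (E1KD Platr18 KD). They were scaled to 65.2 and 67.3 M reads for clone 12, 71.6 and 72.2 M for clone 16, 69.0 and 73.0 M for Empty vector, 63.0 and 73.9 M for E1KD SCR, and 146.8 and 147.3 M for E1KD Platr18 KD. In these libraries 3 reads on a gene are worth between 0.0204 and 0.0477 CPM. The 10 libraries differ in kind from the 10 of NMuMG, TGFβ-treated NMuMG, E1KD, M1P and L1P. The mitochondrial rRNA mt-Rnr2 had 113874 to 165149 CPM in the former and 333 to 492 CPM in the latter, and the 7SK RNA gene Rn7sk had 6461 to 10097 CPM against 0.419 to 9.00 CPM. Each comparison was therefore made between libraries of one kind. Clones 12 and 16 together were set against Empty vector, E1KD Platr18 KD against E1KD SCR, and E1KD or TGFβ-treated NMuMG against NMuMG. The filter and the spread of each gene were still taken over all 20 libraries, of both kinds. With only the compared groups in the fit, the genes called were 758 beside 1614 in E1KD and 2115 beside 2311 after TGFβ. They were 249 in both fits with overexpression, and 251 beside 253 after silencing. The values were handled as in the tumor progression series. With 2 libraries against 2, an exact permutation test of 1 gene cannot go below a two-sided p of 0.333, and with 4 against 2 not below 0.0667, so no such test was made. In simulated values of the same design, 176 of 200 genes with known changes were called in the right direction, and 0 of 16906 unchanged genes were called. The changes were placed between E1KD and NMuMG, with one spread for all libraries and no difference between kinds of library. The replicates of the data are less even, so the simulation does not give the error rates of these comparisons. Platr18, the RNA targeted in these lines, had 3.37 ± 0.445 CPM (SD, n = 2) in Empty vector, 3094 ± 2.76 CPM in clone 12 and 816 ± 4.69 CPM in clone 16. It had 3.01 ± 0.123 CPM in E1KD SCR and 0.153 ± 0.0244 CPM in E1KD Platr18 KD. Its log2 fold change was 8.51 in the clones against Empty vector (standard error 0.0800, adjusted p = 3.4e-17 from limma) and -1.80 in E1KD Platr18 KD against E1KD SCR (standard error 0.0923, adjusted p = 6.9e-09 from limma). The 2 clones are the independent lines of the overexpression comparison, and the duplicates of a clone share its history. The fit gave each clone its own mean. Its standard errors, p-values and calls for overexpression therefore rest on the spread between duplicates and leave out that between clones.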

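Sema4f (ENSMUSG00000000627.15) lies on chromosome 6 of GRCm38, from 82911885 to 82939769 on the reverse strand. It had 0.178 ± 0.0767 CPM (SD, n = 2) in Empty vector, 2.67 ± 0.348 CPM in clone 12 and 14.22 ± 1.06 CPM in clone 16. The mean of the clones was 47.5-fold that of Empty vector, a log2 fold change of 2.66 on the log2(CPM + 1) scale (standard error 0.0943, adjusted p = 1.1e-10 from limma). By clone, it was 1.64 in clone 12 (adjusted p = 3.9e-08 from limma) and 3.69 in clone 16 (adjusted p = 1.9e-11 from limma), although clone 16 held less Platr18 than clone 12. Platr18 itself left out, Sema4f ranked 1 among the increases, 7 by the size of the change in either direction and 20 by p, of 17105 genes. The alternative that moved this rank most was untransduced NMuMG as the control, a library of the other kind, with which Sema4f ranked 1201 by p. In NMuMG, Sema4f had 3 and 4 reads, or 0.0644 ± 0.0158 CPM, and it had 17.8 ± 3.13 CPM in E1KD and 23.3 ± 1.70 CPM after TGFβ. These means were 276-fold and 363-fold that of NMuMG, a pair of ratios that rest on few reads in the control. The log2 fold changes were 4.13 in E1KD (standard error 0.109, adjusted p = 4.0e-13 from limma) and 4.51 after TGFβ (standard error 0.109, adjusted p = 1.5e-13 from limma), and Sema4f ranked 50 and 31 by size. In the libraries of the other kind, Sema4f was higher in E1KD SCR than in Empty vector by 1.70 on the log2 scale (adjusted p = 1.4e-08 from limma). It had 2.82 ± 0.173 CPM in E1KD SCR and 0.323 ± 0.0425 CPM in E1KD Platr18 KD, a log2 fold change of -1.53 (standard error 0.109, adjusted p = 1.9e-07 from limma). With each library left out in turn, the log2 fold change stayed between 2.60 and 2.73 with Platr18 overexpression, between 3.96 and 4.302 in E1KD, between 4.44 and 4.58 after TGFβ, and between -1.57 and -1.48 after Platr18 silencing. In the tumor progression series, Sema4f fell from E1KD to M1P, to 3.81 ± 0.0783 CPM, and from M1P to L1P, to 1.08 ± 0.105 CPM, while Platr18 rose.

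**Figure D1:**
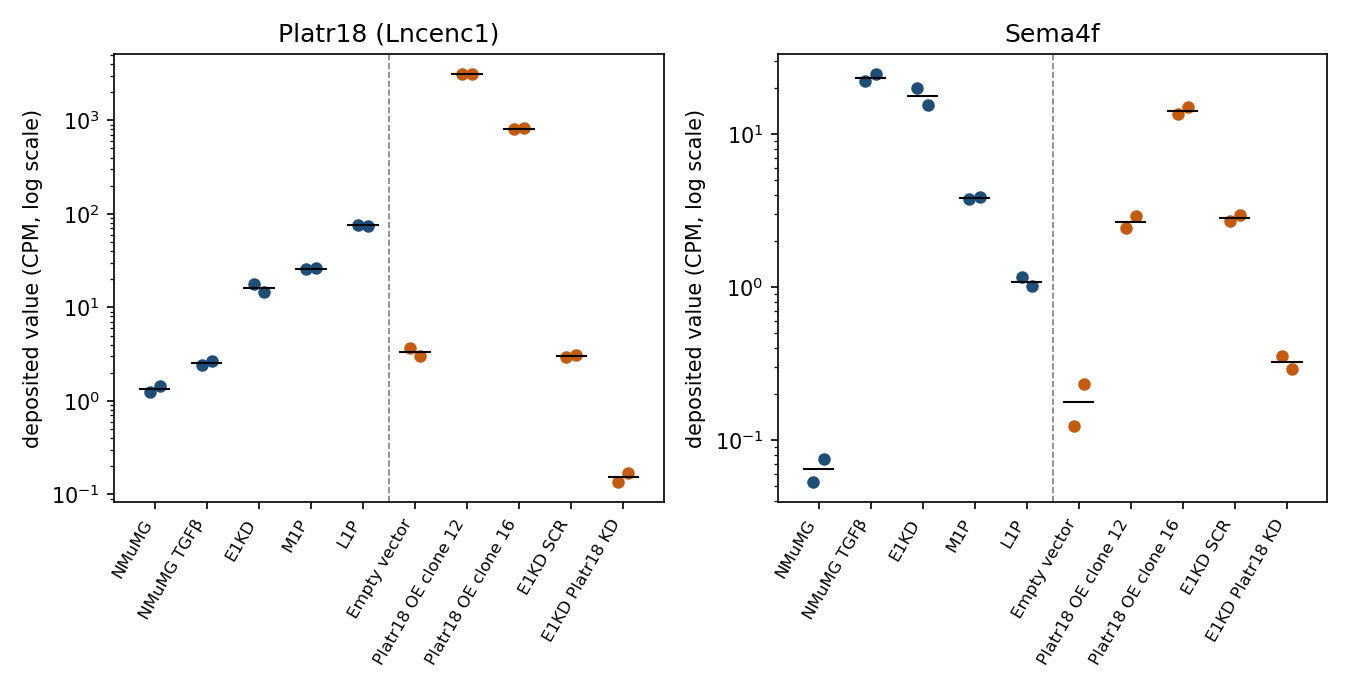
CPM of Platr18 and Sema4f on a log axis in the 2 libraries of each of the 10 conditions. Points are libraries, black lines are means, the 2 colors are the 2 kinds of library, and the dashed line separates them. Platr18 reached 3094 CPM in clone 12 and Sema4f 23.3 CPM after TGFβ.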

Transcriptome signature analysis of cells modulated for Platr18, hnRNP E1, or treated with TGFβ (Fig 2B) revealed semaphorin-4F (Sema4F) as the most regulated transcript by Platr18 overexpression itself (Figs 2B and C and S2A) and one of the most modulated RNAs during tumor cell EMT in general (Fig 2B and D). In NMuMG cells, Sema4F expression is up-regulated by ∼60 and ∼140-fold after Platr18 overexpression or hnRNP E1 silencing, respectively (Fig 2C). Although Platr18 silencing does not prevent TGFβ-induced EMT (Fig S2B and C), it abolishes both hnRNP E1-silencing and TGFβ-dependent up-regulation of Sema4F in NMuMG cells in vitro (Fig 2C and D). Sema4F dynamics were further validated at the protein level by immunofluorescence in NMuMG cells (Fig 2E) and also, in the PyMT-1099 model where the transcript was induced by ∼230-fold after TGFβ treatment (Fig S3D).

**Figure 2.**
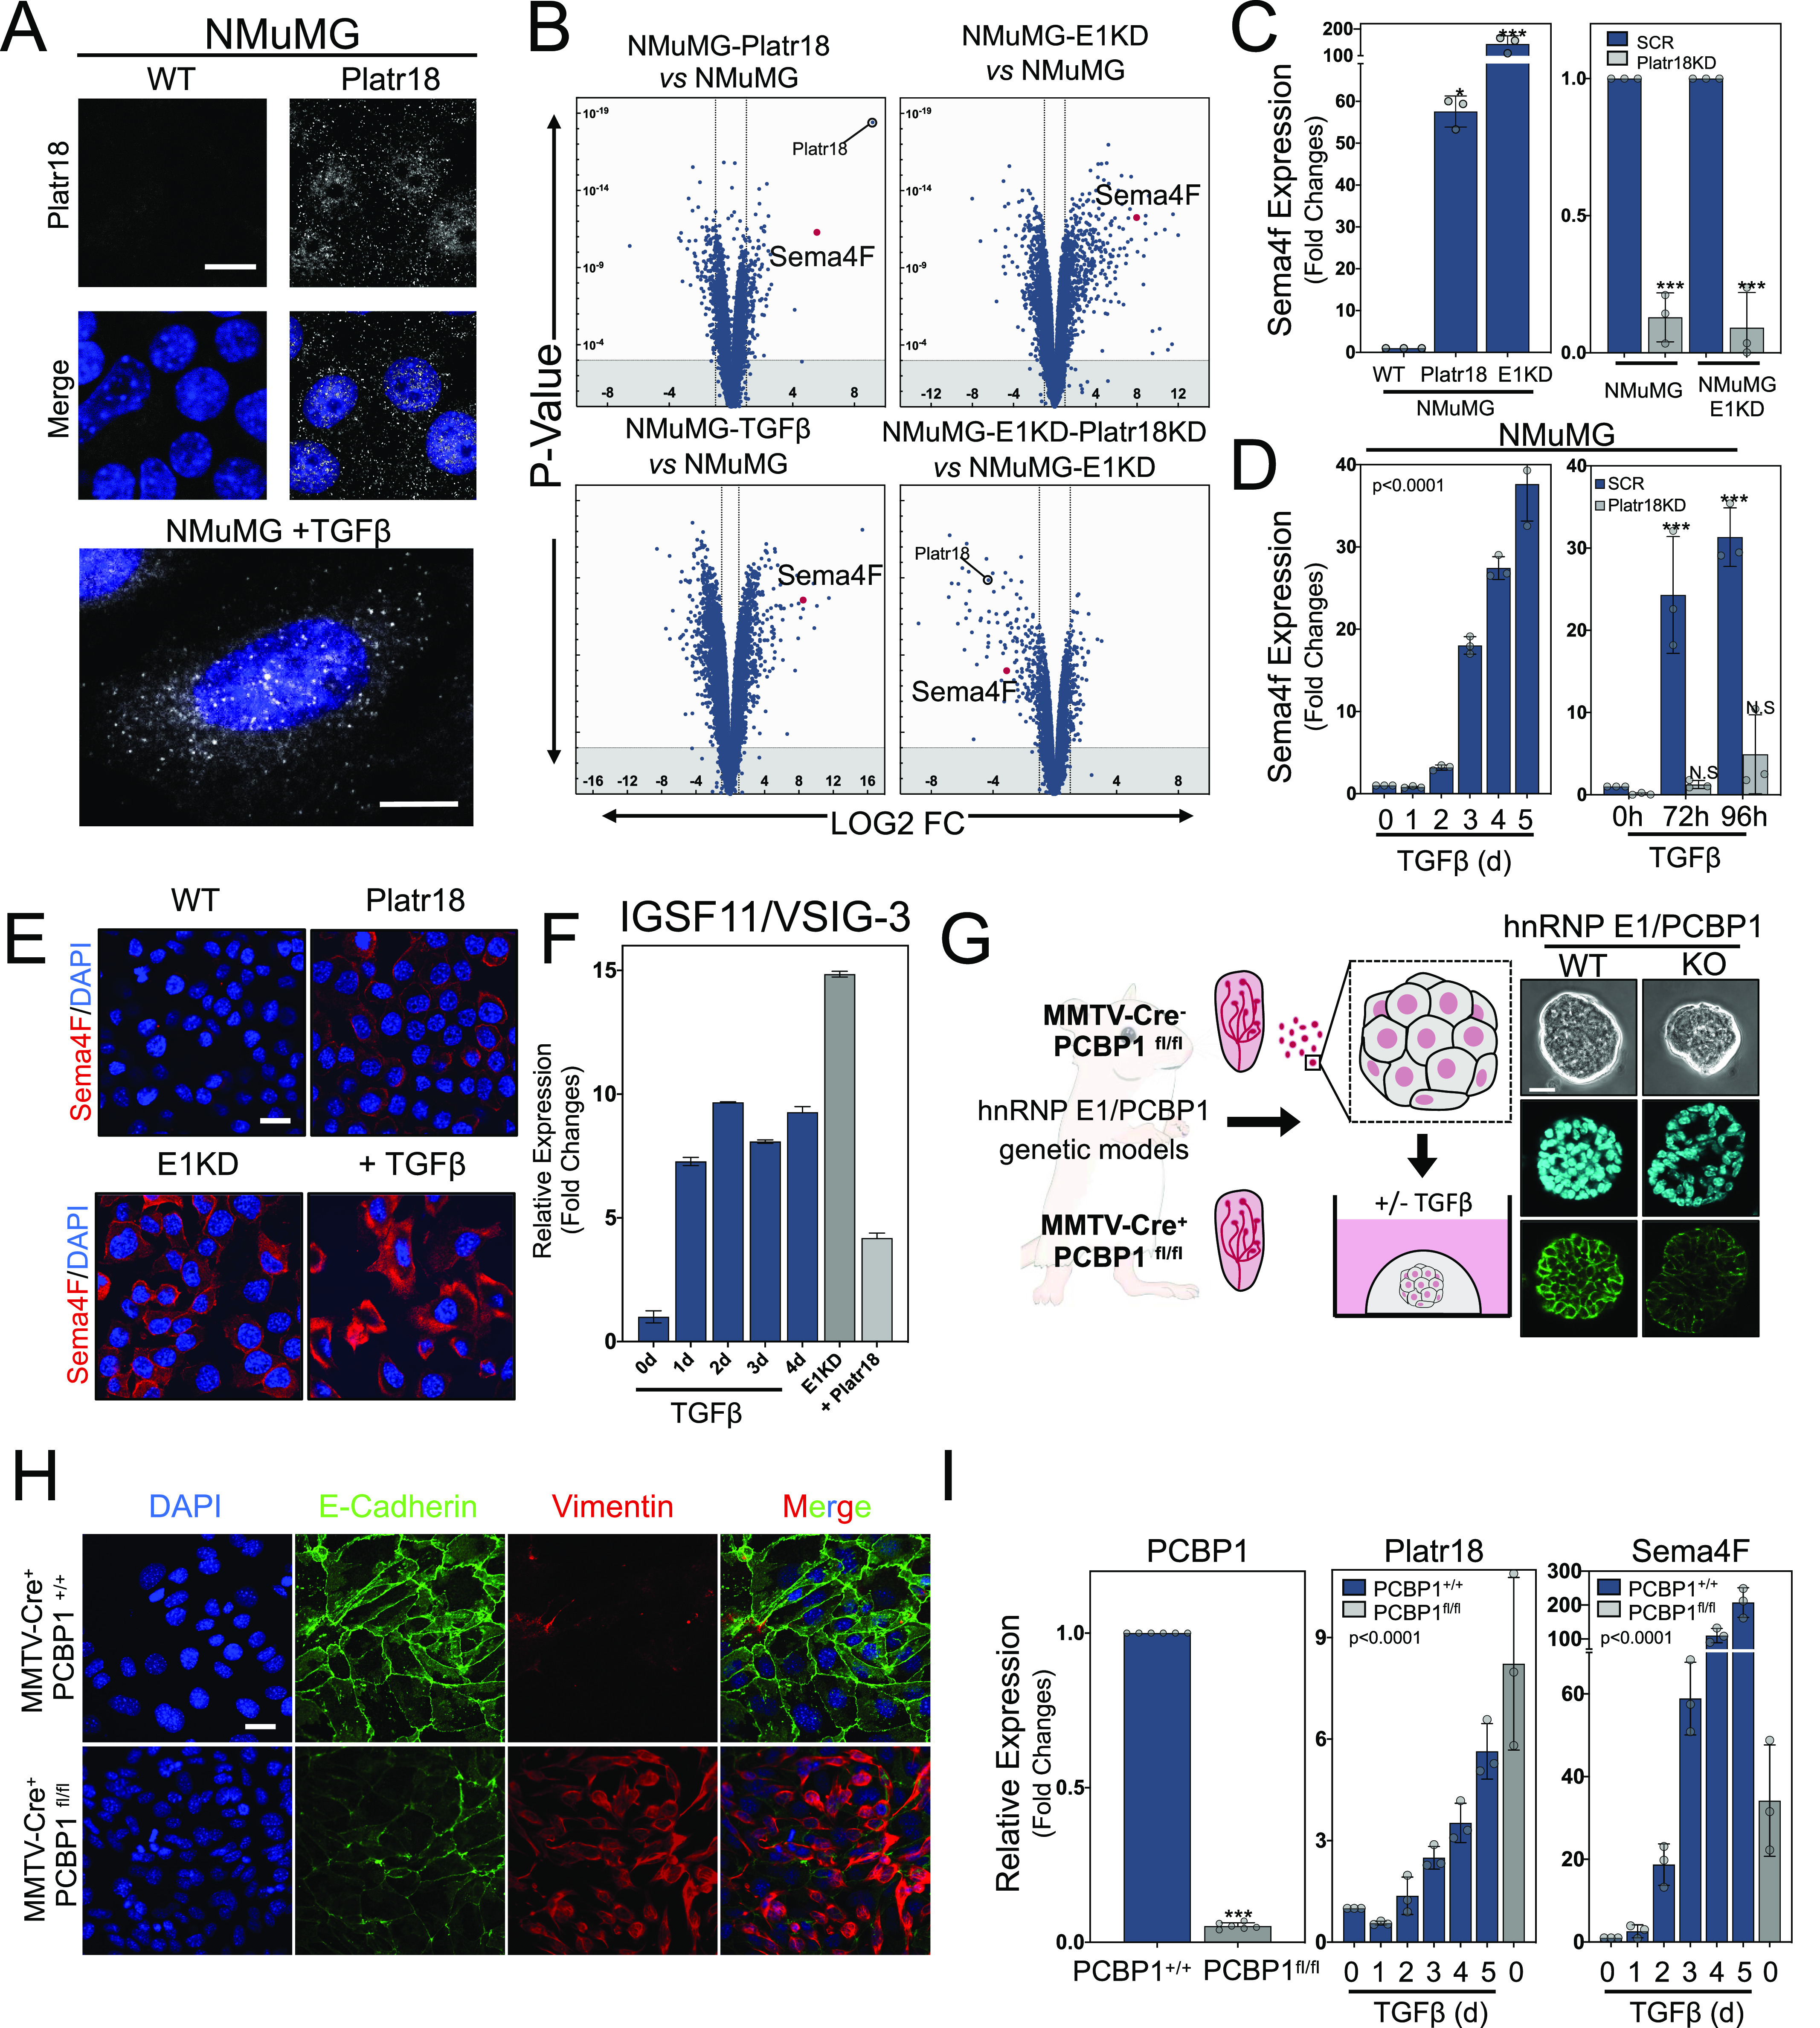
The TGFβ/E1KD/Platr18 axis controls semaphorin-4F expression in vitro and in vivo. **(A)** Single-molecule RNA-FISH labeling of NMuMG cells overexpressing Platr18 LincRNA or treated with TGFβ (bottom). Scale bar: 10 μm. **(B)** Volcano plot of the genome-wide transcriptome analysis of NMuMG overexpressing Platr18 (NMuMG-Platr18), silenced for hnRNP E1 (NMuMG-E1KD), treated with TGFβ for 4 d (NMuMG-TGFβ), and silenced for Platr18 in NMuMG-E1KD (NMuMG-E1KD-Platr18 KD). All genes are plotted. **(C)** (Left) Sema4F transcript expression in NMUMG cells overexpressing (+Platr18) or silenced for hnRNP E1(E1KD). (Right) Sema4F transcript expression after Platr18 silencing (Platr18 KD) in NMuMG or NMuMG silenced for hnRNP-E1 expression (NMuMG E1KD). Data are expressed in fold changes compared to the control with mean ± SD; *P < 0.05; ***P < 0.001 (n = 3). **(D)** Time course of Sema4F transcript expression under TGFβ exposure in (left) NMuMG cells or (right) NMuMG cells silenced for Platr18 expression (SCR versus Platr18 KD cells). Data are expressed in fold changes compared to the control with mean ± SD. TGFβ treatment: ANOVA *P* < 0.0001; ***P < 0.001; NS, not significant (n = 3). **(E)** Immunofluorescence of Sema4F protein expression and localization in NMUMG cells overexpressing Platr18 (NMUMG-Platr18), silenced for E1KD (NMUMG-E1KD), or treated with TGFβ (NMUMG + TGFβ) for 3 d. **(F)** Time course of IGSF11/VSIG3 transcript expression under TGFβ exposure, hnRNP E1 silencing (E1KD), or Platr18 expression. (n = 3) Scale bar: 20 μm. **(G)** Organoid cultures derived from mouse mammary tumor virus (MMTV)-Cre^−^ PCBP1^fl/fl^ or MMTV-Cre^+^ PCBP1^fl/fl^. Phase-contrast micrograph of organoid morphology and E-cadherin immunofluorescence (green) with nuclei counterstained by DAPI (blue). 60X magnification. Scale bar: 20 μm. **(H)** Immunofluorescence analysis of E-Cadherin and vimentin markers expression in MMTV-Cre^−^ PCBP1^fl/fl^ or MMTV-Cre^+^ PCBP1^fl/fl^ hTert-immortalized cells in culture in vitro. Scale bar: 20 μm. **(I)** Quantitative PCR analysis of PCBP1 (hnRNP E1), Platr18, and Sema4F expression in 2D cultures derived from MMTV-Cre^−^ PCBP1^fl/fl^ and MMTV-Cre^+^ PCBP1^fl/fl^ mice after exposure to TGFβ (n = 3). Data are expressed in fold changes compared to the control with mean ± SD; ***P < 0.001; ANOVA *P* < 0.0001. Experiments have been repeated three times or as specified in the legend.

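Of the 17106 genes tested, 249 were called in the Platr18 overexpression clones against Empty vector, 73 higher and 176 lower. The comparison of TGFβ-treated NMuMG with NMuMG called 2311, 1000 higher and 1311 lower, and that of E1KD Platr18 KD with E1KD SCR called 253, 83 higher and 170 lower. The alternative that moved the first number most within one kind of library was clone 12 alone, with 624 genes. Clone 16 alone gave 305, and 750 genes were called between the clones. The size of the effect in clone 12 and that in clone 16, each set against a different Empty vector library, had a Pearson r of 0.208 or 0.246 across genes, which are not independent replicates. With the replicate number as a block, the numbers called were 249 with overexpression, 1606 in E1KD, 2310 after TGFβ and 253 after Platr18 silencing. Same-numbered libraries deviated from their means with a correlation across genes of 0.127 for clone 12 and Empty vector, -0.125 for clone 16 and Empty vector, 0.0899 for TGFβ and NMuMG, and 0.0575 for E1KD Platr18 KD and E1KD SCR. With the numbers of clone 16 crossed, a pairing added after the values were seen, the block again gave 249. The differences in Sema4f between clone 16 and Empty vector were 3.69 and 3.70 on the log2 scale in pairs of the same number and 3.55 and 3.83 in crossed pairs, and those in Platr18 were 7.44 and 7.66, or 7.65 and 7.45. Besides Platr18, the genes with the smallest p with overexpression were Klhdc7a, Irs1, Serpina1c and Xdh, with log2 fold changes of -2.77, -3.60, -2.92 and 2.06. After TGFβ they were Tnc, Sox10, Lrrc32 and Klhl30, with 5.17, 3.25, 7.00 and 7.40. In E1KD they were Nes, Slc38a1 and Ckap4, with 8.05, 6.01 and 5.67, and after Platr18 silencing Gkn2, Ly6e and Gvin1, with 2.08, -4.38 and -3.21. Called in all 4 comparisons, higher in E1KD, after TGFβ and with Platr18 overexpression and lower after Platr18 silencing, were 3 genes, named after their values were seen: Sema4f, Il11 and Fn1. With values rescaled to equal sums, Il11 changed by -0.93 after Platr18 silencing and was not called there. From these comparisons together with RT-PCR, immunofluorescence and knockout experiments that were not analysed here, the paper states that an axis of TGFβ, hnRNP E1 and Platr18 controls Sema4F.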

**Figure S2.**
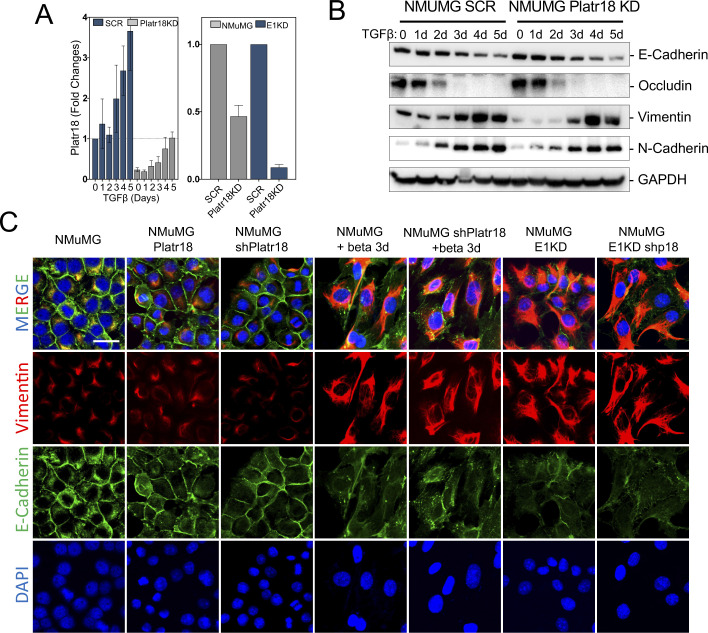
Platr18 silencing. **(A)** Characterization of Platr18 silencing. Quantitative PCR analysis of Platr18 relative expression in NMuMG cells expressing scrambled (SCR) or Platr18 specific (Platr18 KD) shRNAs and treated with TGFβ (0–5 d; 5 ng.mL^−1^) (left) or silenced for hnRNP E1 (E1KD) (right). (n = 3) Data are mean ± SD. **(B)** Platr18 lincRNA silencing does not prevent TGFβ-induced epithelial–mesenchymal transition. Western-blot analysis of epithelial (E-cadherin; occludin) and mesenchymal (vimentin; N-cadherin) markers expression in NMuMG cells expressing scrambled (SCR) or Platr18 specific (Platr18 KD) shRNAs and treated with TGFβ for up to 5 d. **(C)** Immunofluorescence staining of vimentin/E-cadherin expression in NMuMG cells overexpressing Platr18 (Platr18), silenced for Platr18 (shPlatr18), and treated TGFβ (+beta 3 d) or after silencing of hnRNP E1 (E1KD). Experiments have been repeated three times or as specified in the legend. Scale bar: 20 μm.

**Figure S3.**
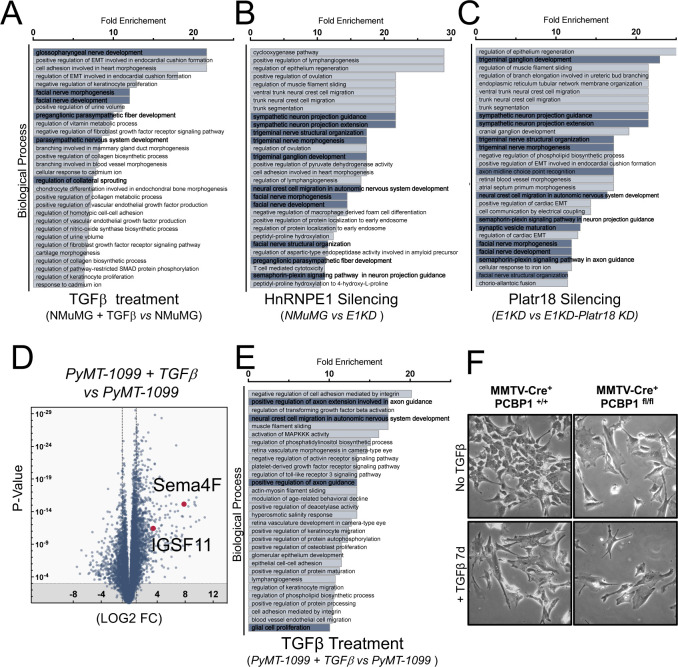
TGFβ/hnRNPE1/Platr18 axis controls neurogenesis-related genes expression. **(A, B, C)** RNA-seq experiment interpretation by gene ontology term enrichment classification (biological process) of the transcripts up-regulated in NMuMG cells treated with TGFβ (A) up-regulated in NMuMG cells silenced for hnRNP E1 (B) or down-regulated in E1KD cells silenced for Platr18 expression (C). **(D)** Sema4F is highly regulated gene during TGFβ-mediated epithelial–mesenchymal transition of PyMT-derived cells. RNA-Seq analysis of the transcriptomes of PyMT-1099 cells treated with TGFβ for 96 h (*PyMT-1099 + TGF*β versus *PyMT-1099*). Data extracted from (GSE114572). All genes are plotted. **(E)** Gene ontology term enrichment classification of up-regulated transcripts in PyMT-1099 cells treated with TGFβ. **(F)** Phase contrast micrograph of 2D cultures of mouse mammary tumor virus-Cre^−^ PCBP1^fl/fl^ and mouse mammary tumor virus-Cre^+^PCBP1 ^fl/fl^ ± TGFβ treatment for 7 d.

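The lists of Fig S3A to C correspond here to the genes called higher after TGFβ, the genes called higher in E1KD and the genes called lower in E1KD Platr18 KD. The first 2 shared 227 genes, where 64.4 would be shared by chance (odds ratio 5.11, Fisher's exact test, two-sided, p = 2.0e-68). Both use the same NMuMG libraries as the control. With NMuMG replicate 1 as the control of one comparison and replicate 2 of the other, the log2 fold changes of E1KD and TGFβ had a Pearson r across genes of 0.218 or 0.219, beside 0.224 with both libraries in each. The Spearman rho was 0.049, 0.053 and 0.060, so the ranks of the changes were barely related across genes. Of the 170 genes called lower after Platr18 silencing, 96 were among those higher in E1KD, where 11.0 would be by chance (odds ratio 20.5, Fisher's exact test, two-sided, p = 2.2e-69), and 4 of the 83 genes called higher after silencing were. These 2 lists come from different kinds of library and share none. A gene can be called lower after silencing only if E1KD SCR cells express it, and genes higher in E1KD are expressed in E1KD cells by selection. The chance number, taken over all tested genes, is therefore likely too low. Platr18 itself was not higher in E1KD SCR than in Empty vector (log2 fold change -0.12). Within the second kind, genes higher in E1KD SCR than in Empty vector would share the E1KD SCR libraries with the silencing comparison, so no such overlap is given. Genes are not independent replicates, so these p-values describe the lists only.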

We developed a floxed transgenic mouse model of mammary specific hnRNP E1/PCBP1 knockout (Ryu et al, 2017) upon crossing with a mouse mammary tumor virus (MMTV) promoter driven Cre recombinase mouse (Fig 2G). Both MMTV-Cre^−^/PCBP1^fl/fl^ and MMTV-Cre^+^/PCBP1^fl/fl^ mammary glands were processed to generate 2D or organoids cultures (Figs 2G and S3F). Quantitative analysis validated a ∼95% decrease in hnRNP E1 transcript in the MMTV-Cre^+^/PCBP1^fl/fl^ organoids (Fig 2I) and these display a disorganized morphology associated with decreased expression of E-cadherin (Fig 2G) and the primary cells immortalized by hTERT exhibit an EMT^+^ phenotype in 2D culture in vitro, whereas deleted for hnRNP E1 (Fig 2H). In MMTV-Cre^−^/PCBP1^fl/fl^ organoid–derived cells, TGFβ induced Platr18 and Sema4F in a time-dependent manner with maximal effects of ∼6-fold and ∼200-fold observed after a 5-d treatment, respectively, whereas in MMTV-Cre^+^/PCBP1^fl/fl^ organoids, mere deletion of hnRNP E1 was sufficient to induce Platr18 (∼8-fold) and Sema4F (∼35-fold) (Fig 2I).

### Sema4F controls tumor axonogenesis

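A gene ontology table was not used here, so the enrichment was tested on gene families of axon guidance defined by symbol: the semaphorins, plexins, neuropilins, ephrins and their receptors, netrins, Unc5, Slit, Robo, Flrt and Rgm genes, and the neurotrophins and GDNF ligands with theirs. Of these, 51 were tested, and the background was all 17106 genes tested. The paper had already named members of these families from these libraries, such as Sema4F, Robo1 and Nrp1. The tests are therefore not independent of its claim. In E1KD, 11 of the 51 were called higher, or 21.6% beside 6.44% of all genes (odds ratio 4.02, Fisher's exact test, two-sided, p = 0.00033, and 0.00066 with Benjamini-Hochberg adjustment over 4 lists). After TGFβ, 15 were higher, or 29.4% beside 5.85% (odds ratio 6.80, Fisher's exact test, two-sided, p = 1.3e-07, adjusted 5.0e-07). After Platr18 silencing in E1KD, 3 were lower, Sema4f, Robo1 and Flrt2, or 5.88% beside 0.994% (odds ratio 6.32, Fisher's exact test, two-sided, p = 0.0142, adjusted 0.0189). With Platr18 overexpression, 1 was higher, Sema4f, or 1.96% beside 0.427% (odds ratio 4.72, Fisher's exact test, two-sided, p = 0.196, adjusted 0.196). Members were also called in the other direction: 1, Robo1, was lower with overexpression (odds ratio 1.93, Fisher's exact test, two-sided, p = 0.410), 7 were lower in E1KD (odds ratio 5.21, Fisher's exact test, two-sided, p = 0.000764), 7 were lower after TGFβ (odds ratio 1.92, Fisher's exact test, two-sided, p = 0.110), and 2 were higher after Platr18 silencing (odds ratio 8.55, Fisher's exact test, two-sided, p = 0.0254). The largest increases in E1KD were those of Epha2, Sema4f and Flrt2, with log2 fold changes of 6.23, 4.13 and 4.08, and after TGFβ those of Sema4f, Plxna4 and Nrp2, with 4.51, 3.37 and 2.51. With pseudocount 0.1 the odds ratio of Platr18 overexpression was 7.93, and with a rescaling by median-of-ratios factors it was 8.77, and both passed an unadjusted p under 0.05.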

Gene ontology analysis of RNA-Seq and Affymetrix array experiments in NMuMG and PyMT-1099 models identified a systematic enrichment of processes involved in neuronal development (Figs S1A and S3A–E). Beyond Sema4F, multiple axon-related molecules, classified for their function in tumor axonogenesis, such as Bmp7, Robo1, Fibronectin, or Nrp1, and the synaptic adhesion molecule IGSF11/VSIG-3 are regulated upon TGFβ−mediated EMT induction, hnRNP E1 silencing, or Platr18 overexpression (Fig 2F and Tables S2 and S3). Furthermore, RNA-seq analysis of human hepatocellular carcinoma (HepG2) cells silenced for hnRNP E1 (Fig S4A) and from murine 4T1 breast cancer cells treated with TGFβ (Fig S4B) also showed neuron-related factor enrichment, although these models do not display regulation for Platr18/Sema4F. 

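On the log2(CPM + 1) scale, Fn1 was higher in all of E1KD, TGFβ-treated cells and the Platr18 clones. Its means were 10.7 CPM in NMuMG, 162.5 CPM in E1KD and 681 CPM after TGFβ, with log2 fold changes of 3.76 (adjusted p = 2.4e-10 from limma) and 5.86 (adjusted p = 1.4e-12 from limma). Its E1KD libraries were 206 and 119 CPM. With Platr18 overexpression Fn1 rose from 5.46 to 12.6 CPM, a log2 fold change of 1.08 (adjusted p = 1.0e-04 from limma), and after Platr18 silencing in E1KD it fell from 20.7 to 6.20 CPM (-1.59, adjusted p = 1.5e-05 from limma). Igsf11 was also higher in all 3, with log2 fold changes of 3.80 in E1KD (2.02 to 41.3 CPM, adjusted p = 9.1e-14 from limma), 1.48 after TGFβ (7.44 CPM, adjusted p = 2.2e-09 from limma) and 1.65 with overexpression (1.13 to 5.71 CPM, adjusted p = 1.4e-09 from limma). Platr18 silencing left it at 26.8 beside 27.9 CPM (-0.06, adjusted p = 0.738 from limma). Nrp1 was called in E1KD, with a log2 fold change of 2.03 (19.4 to 83.8 CPM, adjusted p = 4.4e-09 from limma). It rose by 0.61 after TGFβ (adjusted p = 6.0e-04 from limma), under the limit of 1, and its log2 fold change with overexpression was 0.02 (adjusted p = 0.920 from limma). Bmp7 fell after TGFβ by a log2 fold change of -1.96 (9.63 to 1.73 CPM, adjusted p = 5.3e-09 from limma), rose in E1KD by 0.64 (adjusted p = 5.8e-04 from limma) and fell with overexpression by -1.53 (6.15 to 2.02 CPM, adjusted p = 1.3e-07 from limma). The fall in the clones was uneven, since Bmp7 was lower in clone 16 than in clone 12 by -1.90 on the log2 scale (adjusted p = 3.0e-08 from limma). Robo1 fell in E1KD by -1.12 (12.8 to 5.43 CPM, adjusted p = 8.0e-06 from limma) and with overexpression by -1.50 (14.4 to 4.95 CPM, adjusted p = 4.3e-07 from limma), and was not called after TGFβ (0.07, adjusted p = 0.713 from limma). After Platr18 silencing in E1KD, both Bmp7 and Robo1 fell as well, by log2 fold changes of -1.17 and -1.45. From this and from Fig 2F, the paper states that axon-related molecules beyond Sema4F are regulated in these cells. With only the E1KD and NMuMG libraries in the fit, neither Nrp1 nor Robo1 was called in E1KD.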

Overall, we observed a link between TGFβ-mediated EMT and tumor axonogenesis; however, by crossing the various models, no consensus emerged about a canonical axis involved in the TGFβ-mediated tumor axonogenesis. This observation suggests that EMT may act as a trigger for tumor axonogenesis in a more general manner and that the E1KD/Platr18/Sema4F axis is replaced according to the specific biological context.

Table S2 Axon-related factors regulated upon Platr18 overexpression in NMuMG cells.

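Table S2 lists 10 genes with a fold change, 5 higher and 5 lower with Platr18 overexpression. Each of its folds equals the mean CPM of the 4 libraries of clones 12 and 16 divided by the mean CPM of Empty vector, or the inverse for a fall, as the ratio of the recomputed fold to the table's had a median of 1.00. On the log2(CPM + 1) scale all 10 genes changed in the listed direction, and 7 were called: Bmp7, Fn1, Kalrn, Kif5c, Myo5b, Robo1 and Sema4f. The others stayed under the limit of 1. The clones were uneven: 5 of the 10 folds differed from the table's by more than 1.5 times with clone 12 alone, and 5 with clone 16 alone. In clone 12 and clone 16, the folds were -1.35 and -27.7 for Kalrn, -194.5 and -2.52 for Myo5b, and -1.64 and -22.1 for Bmp7. For Efnb1, Etv4, Fn1 and Kif5c neither clone differed. The list was chosen on these data, so the common direction shows no stability. Of the 10 genes, 4 were also called after Platr18 silencing in E1KD, all of them lower.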

Table S3 Axon-related factors regulated upon Platr18 overexpression in NMuMG cells.

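Table S3 lists 28 genes with folds that correspond to E1KD against NMuMG, 16 higher and 12 lower. All 28 changed in the listed direction on the log2(CPM + 1) scale, and 22 were called. The 6 others stayed under the limit of 1. The ratio of the recomputed fold of the mean CPM to the table's fold was between 0.665 and 1.22, with a median of 1.07, and 27 of the 28 folds lay within 1.5 times the table's. The largest log2 fold changes were those of Epha2, at 6.23 (adjusted p = 2.0e-14 from limma), Sema4f and Flrt2, at 4.08 (adjusted p = 1.0e-14 from limma). By the ratio of mean CPM, Sema4f led, and Epha2 and Flrt2 were 113-fold and 109-fold, since the log2(CPM + 1) scale shrinks the change of a gene with few reads in the control. As with Table S2, the list was chosen on these data. In other comparisons, 12 of the 28 genes were called after TGFβ, 2 with Platr18 overexpression and 3 after Platr18 silencing.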

**Figure S4.**
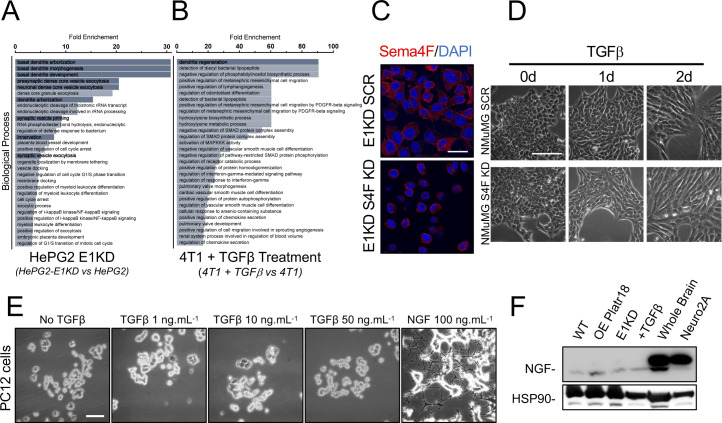
Supplementary figure 4. **(A)** Gene ontology term enrichment classification of transcripts up-regulated in human liver carcinoma HePG2 cells silenced for hnRNP E1. RNA-Seq data extracted from the ENCODE project ENCSR603TCV & ENCSR635FRH. **(B)** Gene ontology term enrichment classification of transcripts up-regulated in 4T1 cells treated with TGFβ for 24 h. RNA-seq data extracted from GSE110912. **(C)** Validation of Sema4F silencing. Immunofluorescence staining of E1KD cells expressing scrambled (E1KD SCR) or Sema4F-specific shRNAs (E1KD S4F KD). Nuclei are counterstained with DAPI. Scale bar: 20 μm. **(D)** Sema4F silencing does not impair TGFβ-mediated changes in cell morphology. Phase contrast micrographs of NMuMG cells expressing scrambled (NMuMG SCR) or Sema4F specific (NMuMG S4F KD) shRNAs and treated with TGFβ for up to 2 d (0–2 d; 5 ng.mL^−1^). Scale bar: 100 μm. **(E)** PC12 cells do not differentiate after TGFβ exposure. Bright-field micrographs of PC12 cultures exposed to TGFβ (1–50 ng.mL^−1^) for 5 d. Nerve growth factor (NGF) serves as a positive control. Scale bar: 50 μm. **(F)** NMuMG-derived models do not produce significant amount of NGF. Western blot analysis of NGF production from whole cell lysates of NMuMG cells (WT), NMuMG cells overexpressing Platr18 (OE Platr18), silenced for hnRNP E1 (E1KD), or treated with TGFβ for 3 d. Mouse whole brain (Whole Brain) and N2A cell line (Neuro2A) lysates are used as positive controls. HSP90 is used as a loading control. Experiments have been repeated three times or as specified in the legend.

To validate the pro-axonogenesis role of EMT, we used two axonogenesis models in vitro (Fig 3). In pheochromocytoma (PC12) cells (Fig 3A), addition of wild-type NMuMG supernatants had little effect on neuronal differentiation, whereas Plat18 overexpression, hnRNP E1 silencing, or TGFβ treatment of NMuMG cells produced cellular supernatants that trigger PC12 cell axonogenesis characterized by neurites sprouting (Fig 3A). Although Platr18 (NMuMG Platr18 KD) or Sema4F (NMuMG Sema4F-KD) silencing does not prevent TGFβ-mediated EMT of NMuMG (Figs S2B and S4C and D), it significantly blocks neuronal differentiation of PC12 induced by Platr18, E1KD, and TGFβ-treated NMuMG supernatants (Fig 3A and C).

**Figure 3.**
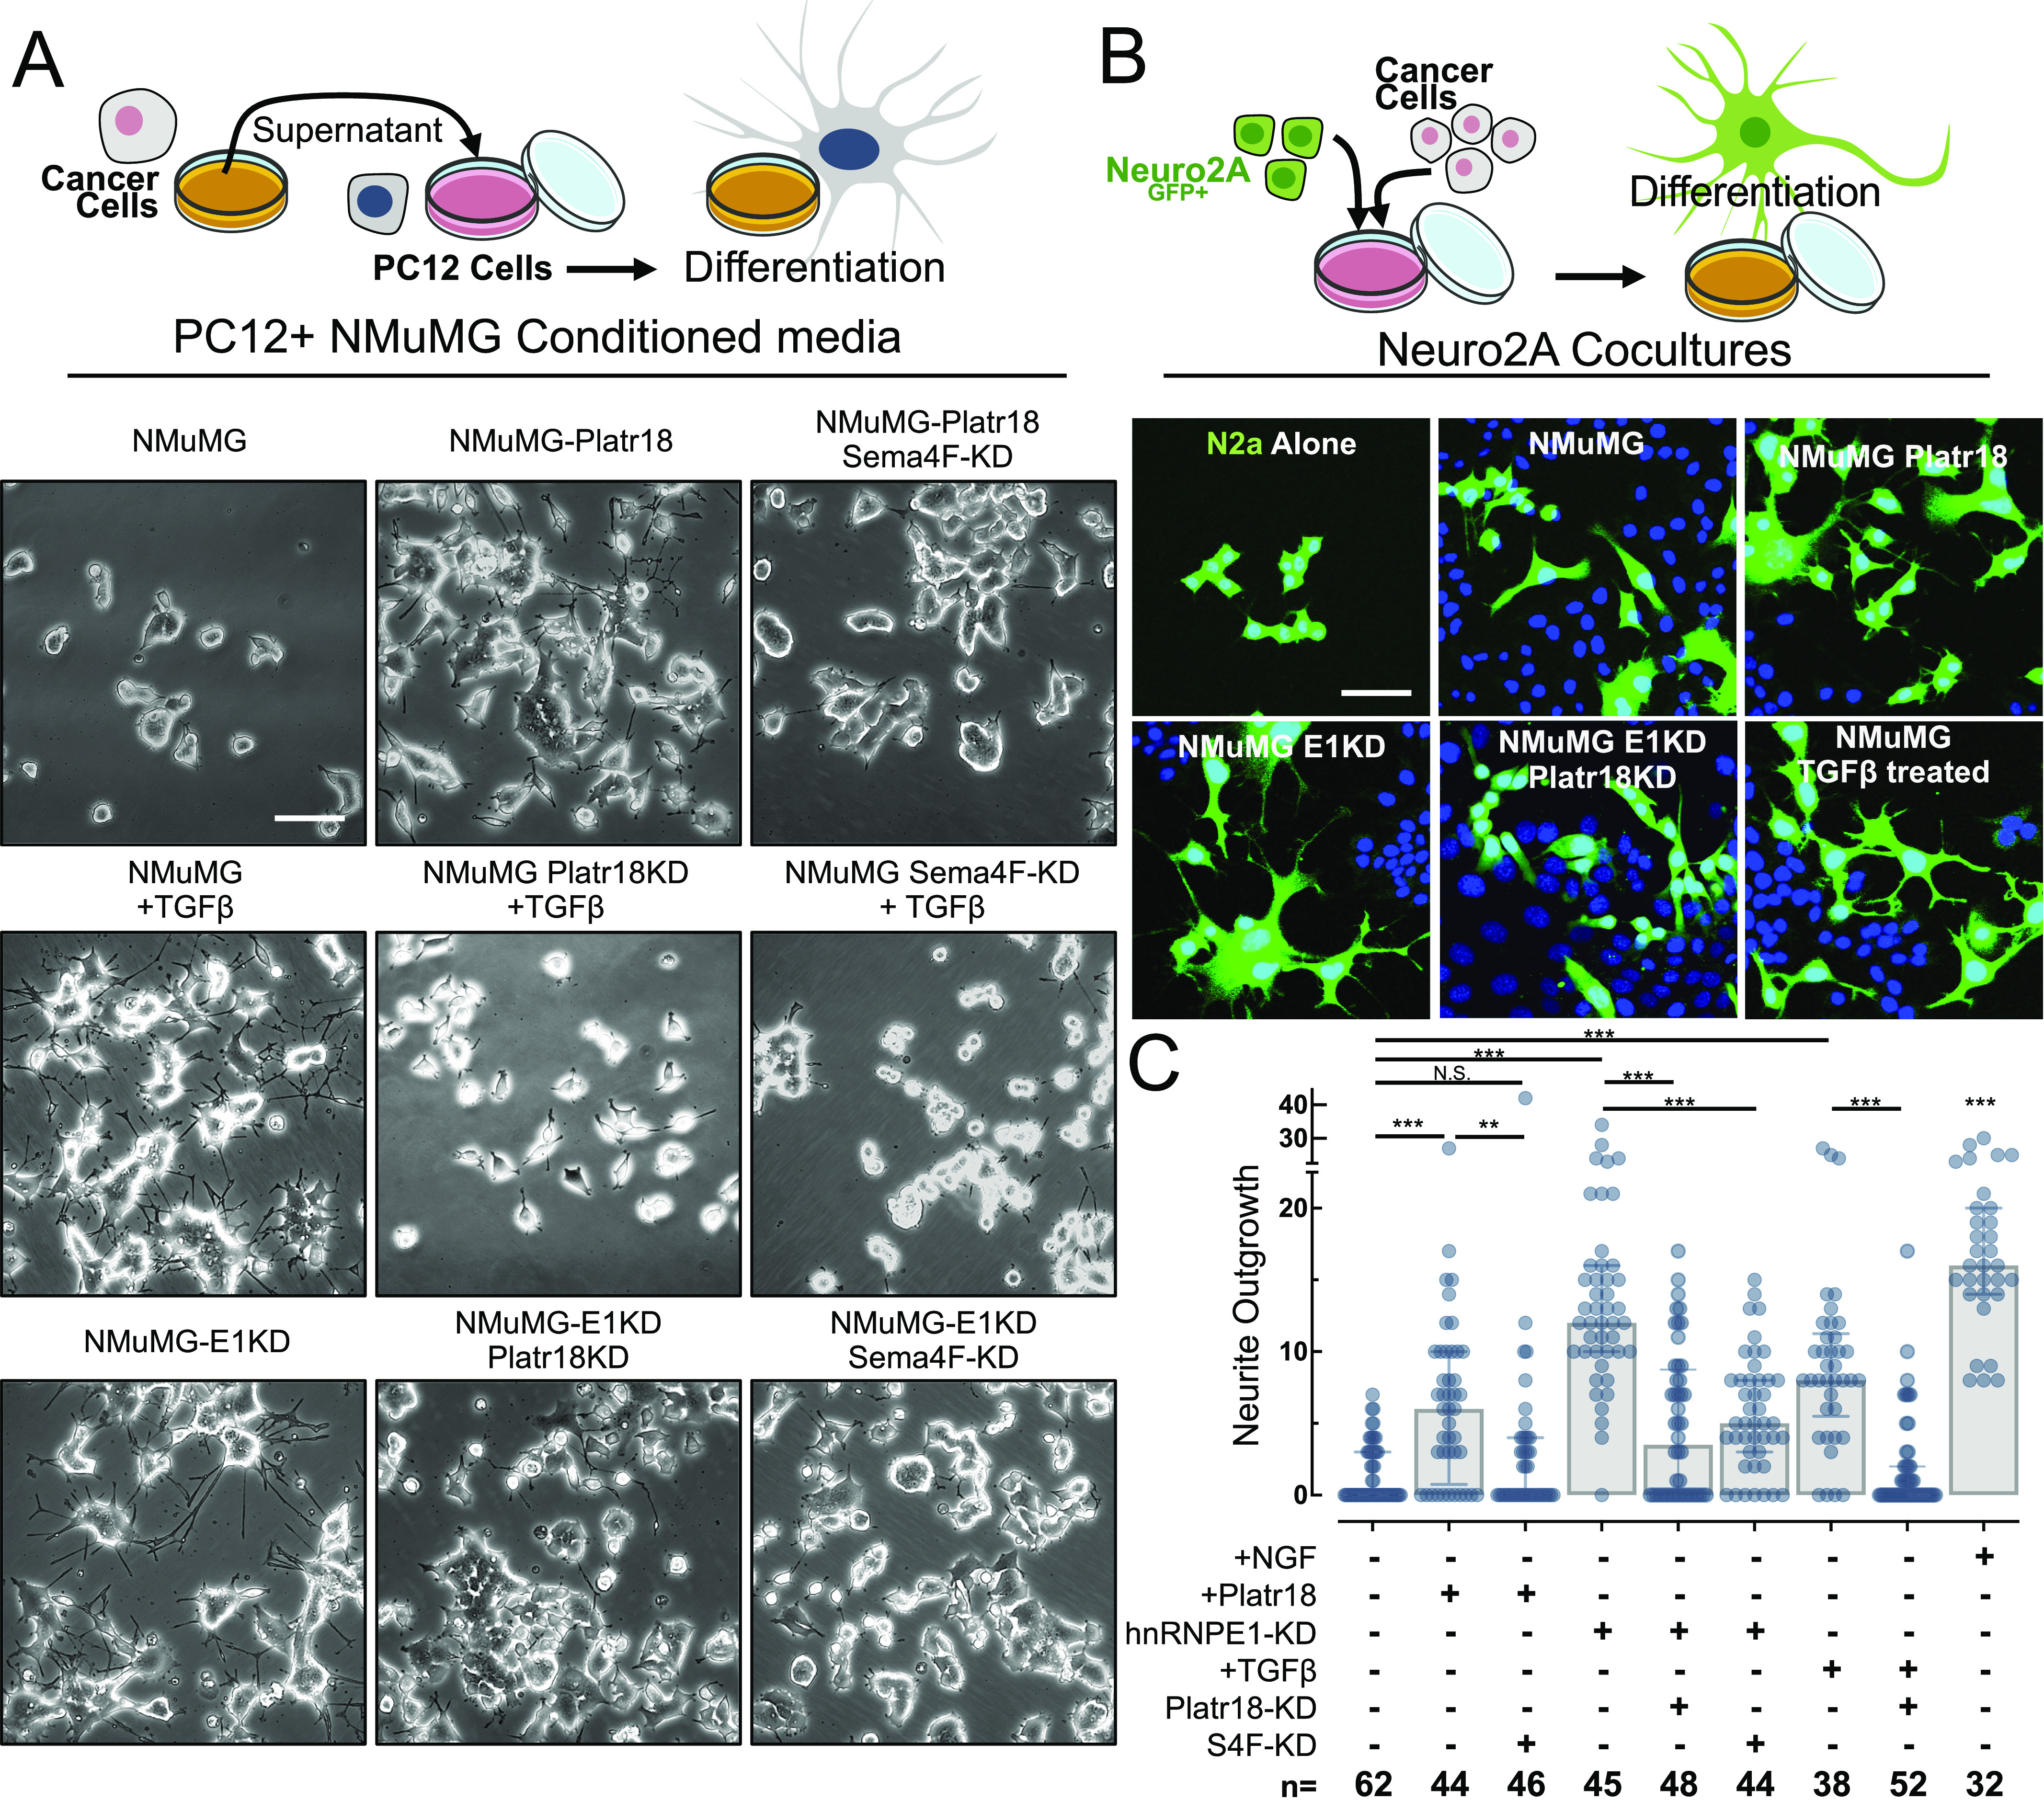
The TGFβ/E1KD/Platr18 axis controls axonogenesis in vitro. **(A)** Schematic of the PC12 axonogenesis assay in vitro (top panel). PC12 cells derived from pheochromocytoma of the rat adrenal medulla are exposed to culture supernatants of tumor cells (lower panels). Micrographs of PC12 cells complemented with cultured media from NMuMG cells (*NMuMG*), overexpressing Platr18 (*-Platr18*) silenced for Sema4F expression (*Sema4F-KD*), silenced for hnRNP E1 (*-E1KD*), silenced for Platr18 (Platr18 KD) and treated with TGFβ (+*TGF*β). **(B)** Schematic of the Neuro2A axonogenesis co-culture assay in vitro (top panel). Mouse Neuro2A neuroblastoma cells are transduced with a lentivirus carrying the eGFP gene, FACS-sorted, and then cultured in the presence of tumor cells. The neurite outgrowth is tracked by fluorescence microscopy that allows distinguishing the neuronal component of the co-culture through the GFP expression (bottom panels). *DAPI*^*+*^*/eGFP*^*+*^ = Neuro2A; *DAPI*^*+*^*/eGFP*^*−*^ = tumor cells. Neuro2A confocal microscopy pictures of the Neuro-2A cells cultivated alone (N2a Alone) or in the presence of NMuMG cells overexpressing Platr18 (*Platr18*), silenced for hnRNP E1 (*E1KD*), silenced for Platr18 (*Platr18 KD*), or pretreated with TGFβ prior (not during the co-culture) their addition to the Neuro2A^GFP+^ culture. **(C)** Scatter plot of the neurite outgrowth absolute quantification of the PC12 axonogenesis assay in vitro. For each culture condition (bottom table) the number of dendrites per cell is reported. (n=) number of PC12 cells per condition. The histogram displays the median ± interquartile range. *P < 0.05; **P < 0.01; ***P < 0.001. Experiments have been repeated three times or as specified in the legend. Scale bars: 50 μm.

The role of Platr18/Sema4F in EMT-induced axonogenesis was further validated in the mouse neuroblastoma Neuro2A^GTP+^ coculture model (Fig 3B). As observed by fluorescence microscopy, Neuro2A^GTP+^ cells are more differentiated when co-cultured with either NMUMG cells overexpressing Platr18, silenced for hnRNP E1, or pretreated with TGFβ than wild-type NMuMG, and this effect is reduced under Platr18 silencing (Fig 3B).

### Platr18/Sema4F and tumor axonogenesis in vivo

To elucidate the role of hnRNP E1 in the primary tumor axonogenesis, we generated a PyMT-MMTV mouse model deleted for hnRNP E1/PCBP1 expression (Fig 4). While all mice developed tumors, we observed a significant increase in their numbers after deletion of hnRNP E1 (Fig 4A). Furthermore, we validated an increase in Platr18 expression that is also correlated with increased levels of the mesenchymal markers fibronectin and N-cadherin (Fig 4B). Pathological analysis and biochemical quantification revealed that primary tumors were more innervated after partial or total deletion of hnRNP E1 (Fig 4C and D). Overall, we observed primary tumor axonogenesis consisting of nerve twigs heterogeneously distributed throughout the primary tumor and few more organized nerves fibers distributed on the tumor periphery. The specific nature of the nerve compartment was then characterized by immunofluorescence using tubulin β3 nerve-specific marker combined with tyrosine hydroxylase (sympathetic innervation), TRPV1 (capsaicin receptor; sensory innervation), or choline acetyltransferase (parasympathetic) markers. Both nerve twigs and organized fibers revealed a sympathetic-type innervation, whereas sensory or parasympathetic markers expression was not detected (Fig 4E).

**Figure 4.**
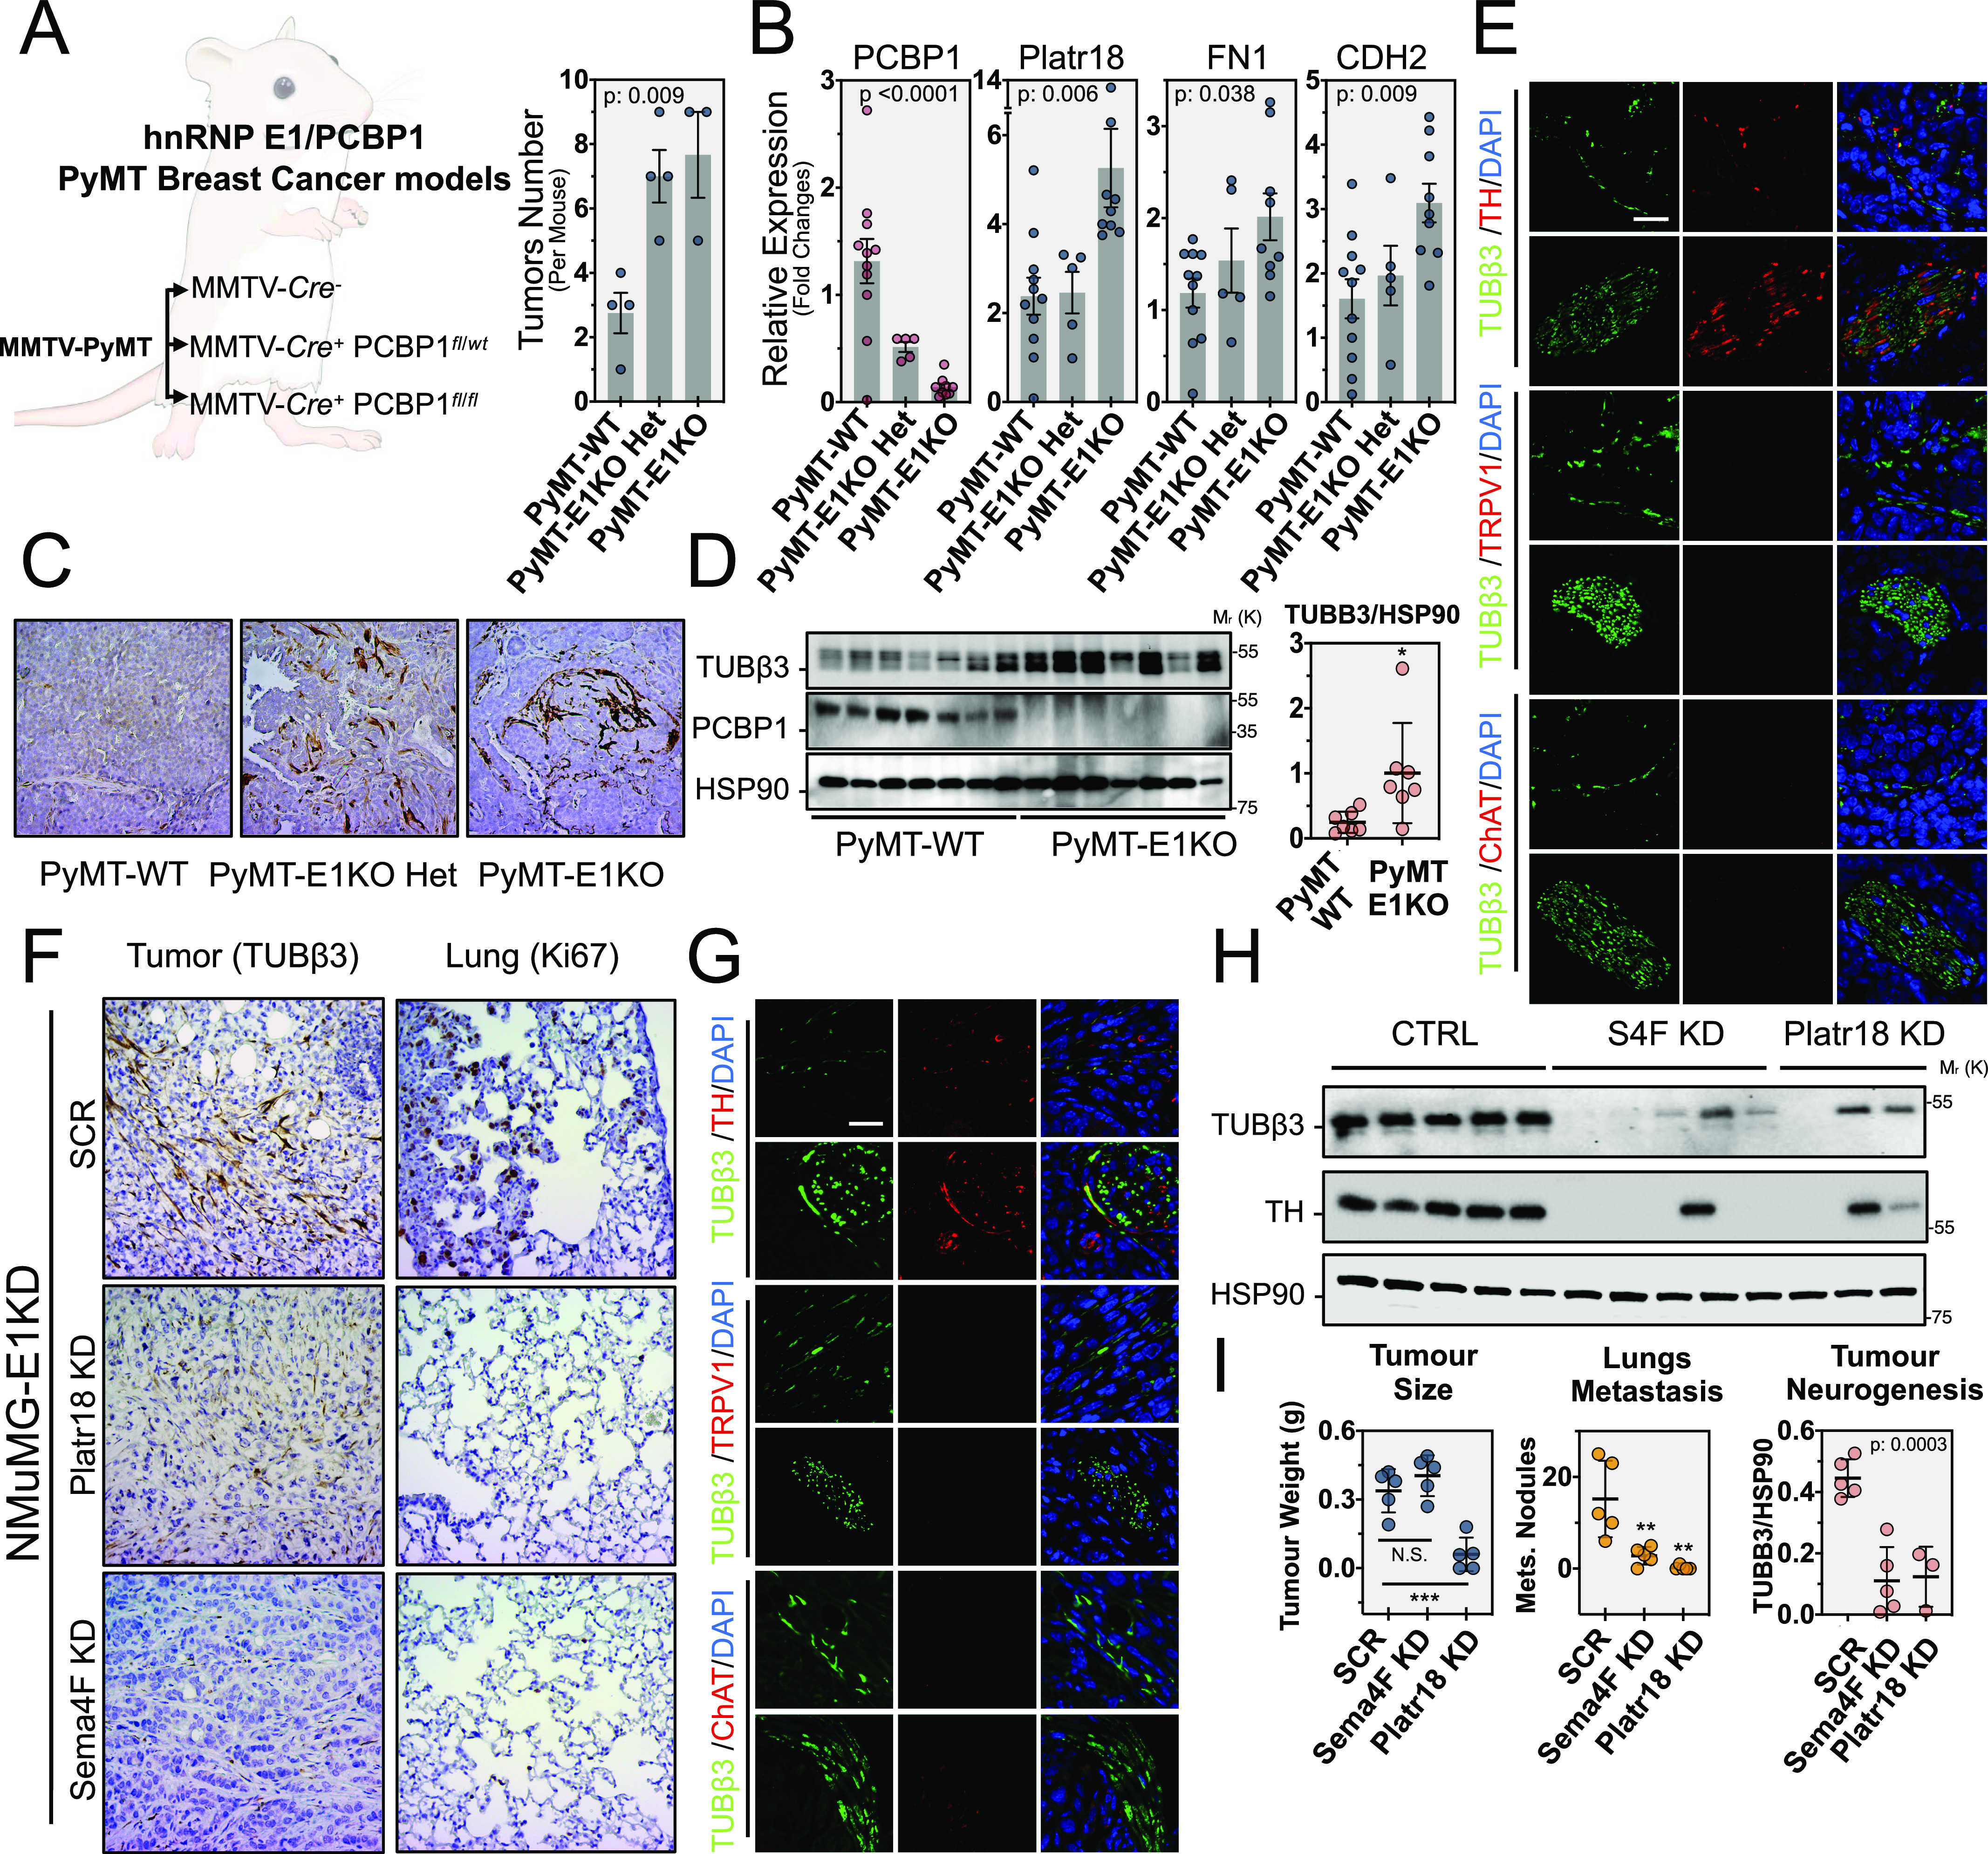
E1KD/Platr18/Sema4F axis controls primary tumor axonogenesis in vivo. **(A)** hNRNP E1/PCBP1 genetic deletion in mouse mammary tumor virus (MMTV)/PyMT-driven breast cancer progression model in vivo. MMTV-PyMT, MMTV-Cre^−^ (PyMT-WT), MMTV-PyMT, MMTV-Cre^+^ PCBP1^fl/wt^ (PyMT-E1KO-Het) and MMTV-PyMT, MMTV-Cre^+^ PCBP1^fl/fl^ (PyMT-E1KO), mouse genetic models were generated. Histograms represent the number of tumors observed per mouse for each group. Data expressed as mean ± SEM. *P*-value from ANOVA (n = 4). **(B)** Quantitative RT-PCR analysis of hnRNP E1 (PCBP1), Platr18, fibronectin (FN1), and N-cadherin (CDH2) expression in the primary tumors. Data are normalized to HPRT and expressed in fold changes compared with the control with mean ± SEM. *P*-values from ANOVA. (n = 5–11 as indicated). **(C)** Tubulin β3 (Tubβ3) IHC staining on primary tumors. 20× magnification. **(D)** (Left) Western blot analysis of neuron-specific tubulin β3 (Tubβ3) marker and hnRNP E1/PCBP1 expression in primary tumors of PyMT-WT and PyMT-E1KO primary tumors and (Right) quantification of the tubulin β3 signal compared with HSP90. Mean ± SD *P < 0.05. **(E)** Characterization of the PyMT-E1KO primary tumors innervation. Co-immunofluorescence analysis of neuron-specific marker tubulin β3 (Tubβ3–green) with sympathetic-specific markers (red) tyrosine hydroxylase (TH), sensory-specific marker capsaicin receptor (TRPV1), or parasympathetic marker choline acetyltransferase (ChAT). For each marker, a representative nerve twigs or a more organized fiber is displayed. 120× magnification. **(F)** In vivo analysis of primary tumor-related axonogenesis and lung metastasis in female NOD/SCID mice injected into the mammary fat-pad with NMuMG-E1KD control cells (SCR), silenced for Platr18 (Platr18 KD), or Sema4F (Sema4F KD). Tubulin β3 (Tubβ3) and Ki67 markers are used to IHC stain tumor innervation and lung metastasis, respectively. 20× magnification. **(G)** Characterization of the primary tumors innervation in the orthotopic model. Co-immunofluorescence analysis of neuron-specific marker tubulin β3 (Tubβ3 – green) with sympathetic-specific marker tyrosine hydroxylase (TH), sensory-specific marker capsaicin receptor (TRPV1), or parasympathetic marker choline acetyltransferase (ChAT). For each marker, a representative nerve twig or a more organized fiber is displayed. 120× magnification. **(H)** Western-blot analysis of neuron-specific tubulin β3 (Tubβ3) and sympathetic-specific tyrosine hydroxylase (TH) markers expression in primary tumors. **(I)** Quantification of tumor weight (g), lung metastases (number of nodules), and tumor axonogenesis (quantification of Tubβ3 marker expression in primary tumors) of mice injected with NMuMG-E1KD control cells (SCR) or silenced for Platr18 (Platr18 KD) or Sema4F (Sema4F KD). (n = 5 mice per group) Data are mean ± SD; **P < 0.01; ***P < 0.001, or *P*-value from ANOVA. HSP90 serves as a loading control. Experiments have been repeated three times or as specified in the legend. Scale bars: 50 μm.

Because only few metastases were observed in the PyMT-MMTV-E1 progression model, we were unable to correlate the observed changes in sympathetic innervation to distant colonization. We thus used an orthotopic mammary fat pad (MFP) injection model of NMuMG-E1KD cells that has been described for its high metastatic potential (Chaudhury et al, 2010; Hussey et al, 2011; Howley et al, 2017) (Fig 4F–I). These cells develop primary tumors embedding few organized fibers but numerous disorganized nerve twigs of sympathetic nature (Fig 4F–H) whose numbers are considerably reduced by the silencing of Platr18 or Sema4F as observed by IHC and quantified by western-blot (Fig 4H and I). Axonogenesis is linked to tumor progression and contributes to breast cancer metastasis (Zhao et al, 2014; Kuol et al, 2018; Kamiya et al, 2019) and we observed that both silencing of Platr18 and Sema4F abrogate metastasis to the lungs (Fig 4I). Interestingly, whereas Sema4-F silencing had no impact on tumor weight, Platr18-silenced tumors were smaller and only three of the five MFP injections led to detectable tumor outgrowth (Fig 4I).

### EMT-mediated tumor axonogenesis in human context

Finally, we extended our investigations to tumor cell EMT as a whole by blocking TGFβ signaling using a dominant negative strategy (Fig 5A–H) (Herskowitz, 1987; Chen et al, 1993; Portella et al, 1998; Tang et al, 1999; McEarchern et al, 2001). Expression of dominant negative TGFβ type II receptor (DNIIR) blocks TGFβ-mediated EMT in NMuMG cells (Fig 5A and B) and successfully prevents TGFβ-induced phosphorylation of Smad2 in the mouse 4T1 aggressive breast cancer tumor derived cell lines (Fig 5C and D) that represents an already well characterized model drastic reduction in lung metastasis occurring upon DNIIR expression (McEarchern et al, 2001; Ge et al, 2006; Padua et al, 2008; Liu et al, 2012). The 4T1 cells expressing WT or DN RII were injected into the MFP of NOD/SCID mice and effects on tumor growth, axonogenesis, and metastasis were analyzed. Whereas inhibition of TGFβ signaling (DN RII) had little impact on tumor growth, it suppressed the development of lung metastasis as previously described (McEarchern et al, 2001) (Fig 5E). Interestingly, DN RII overexpression also abolished tumor sympathetic-type innervation of the primary tumor (Fig 5F–H). Overall, our findings are clearly supportive of a role of primary tumor EMT program in axonogenesis and metastasis during breast cancer progression. Furthermore, we checked whether breast cancer progression is linked to primary tumor cell EMT program in human cancer by data mining the BRCA dataset from The Cancer Genome Atlas project (Fig 5I and J). We used tubulin β3 neuronal marker to rank human breast cancer primary tumors according to their nerve densities and showed a strong correlation with TGFβ1, fibronectin, N-cadherin, and Snail mesenchymal transcript expression as well as an inverse correlation with both ZO1 and catenin-β1 epithelial transcripts (Fig 5J). Finally, Kaplan–Meyer survival curve analysis validated the decrease in overall survival for patients with breast cancers having the highest levels of innervation as reflected by the expression of the neuronal marker TUBB3 (Fig 5K).

**Figure 5.**
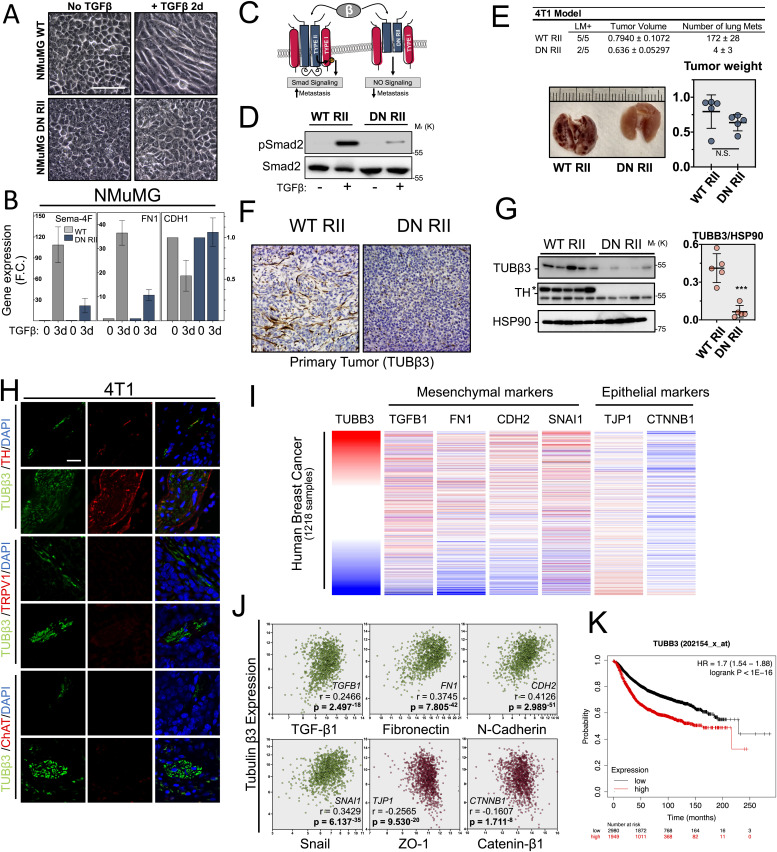
Epithelial–mesenchymal transition (EMT) controls tumor axonogenesis and metastasis in vivo. **(A)** Characterization of dominant negative TGFβ type II receptor strategy in NMuMG model. Micrographs of NMuMG cell cultures expressing WT (NMuMG WT) or dominant negative TGFβ type II receptor (NMuMG DN RII) and treated with TGFβ to induce EMT. **(B)** Quantitative PCR analysis of Sema4F, fibronectin (FN1; mesenchymal marker), and E-cadherin (CDH1; epithelial marker) transcripts induction by TGFβ in the dominant negative TGFβ type II receptor model. Data are mean ± SD (n = 3). **(C)** Schematic of the dominant negative TGFβ type II receptor (RII) expression strategy to block TGFβ signaling. **(D)** Western blot analysis of Smad2 phosphorylation 30 m after TGFβ exposure (0.5 ng.mL^−1^) in the mouse 4T1 breast cancer cells expressing either the wild-type (WT) or dominant negative TGFβ type II receptor (DN RII) in vitro. **(E)** (Top) Lung metastases quantification are reported in the table. LM+ = number of mice positive for lung metastases; five mice per group. (Bottom) Representative picture of mice lungs 3 wk after mammary fat pad injection of 4T1 cells expressing WT (WT RII) or truncated TGFβ type II receptor (DN RII) & obtained tumors weight (g). Data are mean ± SD (n = 5 mice per group). **(F)** Tumor-related axonogenesis of tumors generated by mammary fat pad injection of NOD/SCID mice with 4T1 cells enabled (WT) or blocked (DN RII) for TGFβ signaling. Tubulin β3 immunostaining visualizes intra-tumoral innervation. **(G)** Western blot analysis of axonogenesis in tumors abolished for TGFβ signaling. Tubulin β3 and TH neuronal markers were used to quantify axonogenesis. Densitometry quantification of Tubulin β3 is provided in scattered dot plots on the right of the blots. Data are mean ± SD; ***P < 0.001. HSP90 is used as a loading control. (n = 5 mice per group). **(H)** Characterization of primary tumors innervation in the 4T1 orthotopic model of tumor progression. Co-immunofluorescence analysis of neuron-specific marker Tubulin β3 (Tubβ3 – green) with sympathetic-specific marker tyrosine hydroxylase (TH), sensory-specific marker capsaicin receptor (TRPV1), or parasympathetic marker choline acetyltransferase (ChAT). For each marker, a representative nerve twig or a more organized fiber is displayed. 120× magnification. **(I)** Cross-correlation between EMT and tumor innervation in human breast cancer samples. (Top) Analysis of human breast cancer primary tumor axonogenesis (TUBB3 gene expression) and EMT-related mesenchymal (TGFβ1, FN1, CDH2, and SNAI1) and epithelial (TJP1 and CTNNB1) genes expression in 1,218 human breast tumor samples from the Cancer Genome Atlas BRCA RNA-sequencing database. Tumor innervation is ranked through tubulin-β3 expression analysis. Red color indicates tumors with the highest innervation. **(J)** Correlation analysis between primary tumor axonogenesis and EMT related factors. Genes expression is expressed in Log_2_ (normalized count + 1) and Pearson’s rho (r=) and *P*-value (p=) is provided for each correlation. HSP90 serves as a loading control. **(K)** Kaplan–Meier survival curve comparing breast cancer innervation to overall survival. Data obtained from the KM plotter breast dataset in overall breast cancer samples (n = 4,929). HSP90 serves as a loading control. Experiments have been repeated three times or as specified in the legend. Scale bars: 50 μm.

## Discussion

Platr18/LncENC1 was initially characterized for its functional integration in the transcriptional regulatory program of ESCs and more recently featured as one of several LncRNAs expressed during murine neuronal stem cell differentiation (Ivanova et al, 2006; Guttman et al, 2011; Bergmann et al, 2015; Sun et al, 2018; Carelli et al, 2019). Interestingly, we found that Platr18 is involved in primary tumor axonogenesis through the control of Sema4F, an axon guidance molecule involved in neural development (Armendáriz et al, 2012) and tumor innervation (Ayala et al, 2008; Ding et al, 2013) (Fig 2).

Beyond the specific context of the Platr18/Sema4F axis, we describe herein a novel role for TGFβ as regulator of primary tumor axonogenesis and link this new biological function to its well-described role as a regulator of later stages of tumor progression (Figs 3–5).

Despite being the most regulated LncRNA during E1KD-mediated or TGFβ-mediated EMT of the NMUMG cell model, Platr18 does not seems to control the EMT because its silencing is not sufficient to impairs TGFβ-mediated EMT and its overexpression does not trigger EMT (Fig S2). 

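After 4 d of TGFβ, Platr18 (Lncenc1) had 2.55 ± 0.209 CPM (SD, n = 2) beside 1.35 CPM in untreated NMuMG. The log2 fold change of 0.60 (standard error 0.0923, adjusted p = 6.4e-05 from limma) stayed between 0.53 and 0.66 with each library left out in turn and did not reach the limit of 1. Among the 904 long noncoding genes, Platr18 ranked 217 by p and 242 by the size of the change after TGFβ. In that comparison 103 long noncoding genes were called, 49 higher and 54 lower. Those with the smallest p were Gm26883 (log2 fold change -3.39), 2010300F17Rik (3.13) and ENSMUSG00000112366.1 (-3.96). With genes of a mean of at least 5 CPM alone, Platr18 ranked 41 by p and 53 by size of 150, which is no higher a place in proportion. With values rescaled by median-of-ratios factors it ranked 125 by p, which is higher but not first. These ranks rest on 1 time point, and the paper's RT-PCR and separate RNA-seq time course of TGFβ were not analysed here.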

From our experimental observations, we established the link between TGFβ-mediated EMT and tumor axonogenesis. However, we did not observe a consensus about the molecular factors involved and no canonical axis was identified across different models. It will be of high interest in the future to detail the molecular mechanisms that are driving the EMT-mediated tumor axonogenesis in other biological contexts. Moreover, we did not observe TGFβ regulation of the Platr18/Sema4F axis in HepG2, 4T1, and MDA-MB-231, as we did in the PyMT-1099 and NMuMG models. Gene ontology analysis revealed even greater enrichment of nerve-related genes after silencing of hnRNP E1 or TGFβ treatment in these cells (Fig S4A and B). Furthermore, blocking TGFβ signaling in 4T1 cancer cells blocked tumor innervation (Fig 5). We therefore conclude that EMT program acts as a general trigger for axonogenesis and this is mediated through specific regulatory axes dependent on cellular and biological contexts. Because Sema4F silencing in NMuMG-E1KD cells and blockade of TGFβ signaling in 4T1 cells does not impact tumor growth in vivo, it constitutes appropriate and unbiased model to validate the pro-neurogenic role of TGFβ in primary breast tumors (Figs 4I and 5D). However, the reduced tumor outgrowth observed in vivo upon Platr18 silencing suggests that it has additional function(s) in tumor progression (Fig 4I). We did not observe significant impact of Sema4f silencing in tumor cell proliferation, primary tumor growth. However, Sema4F and other semaphorins also have major regulatory functions in cancer biology and it is also anticipated that the observed Sema4F up-regulation could also exert a tumor cell autonomous function, for instance by promoting neurite-like protrusions of tumor cells, or by influencing other tumor stroma cells, such as endothelial cells or cancer-associated fibroblasts (Tamagnone, 2012; Neufeld et al, 2016; Butti et al, 2018). For instance, Class3 semaphorins are well described for their functions in tumor growth and angiogenesis (Gaur et al, 2009). In a more general manner, semaphorins functions in the primary tumor biology are heavily dependent of the biological context because of their paracrine and autocrine activities (Neufeld et al, 2016). From the current study, we revealed the function of tumor cell plasticity in triggering tumor axonogenesis and the associated biological variables were differing across the biological models we used. Therefore, in the future, the elucidation of the exact molecular mechanisms, biological mediators and signaling pathways involved, dependent on the biological context, and the role of plasticity mediators beyond the TGFβ remain to be determined.

The function of axonogenesis in primary tumor progression and metastasis is an emerging area of investigation that may provide novel therapeutic opportunities. Recently, Mauffrey et al (2019) demonstrated in the context of prostate cancer that tumor infiltration by neural progenitors from the central nervous system drives tumor neurogenesis (Mauffrey et al, 2019). In breast cancer, Kamiya et al (2019) showed that increased sympathetic innervation promotes breast cancer progression and numerous studies have already correlated breast tumor innervation to metastasis and clinical outcomes (Zhao et al, 2014; Faulkner et al, 2019; Kamiya et al, 2019). In our biological context we detected only innervation of a sympathetic nature. Because we monitored EMT-driven late tumor progression in our models, such observation is consistent with the pro-tumorigenic role of sympathetic innervation (Magnon et al, 2013; Kamiya et al, 2019). Although sensory innervation, especially through nerve twigs could be associated with tumor progression (Madeo et al, 2018), we failed to detect nerves of a sensory nature. We also did not detect any parasympathetic innervation in our tumor models. This is consistent with previous observations that associate this nerve subtype to less aggressive tumors. It will be of interest to determine the exact nature of the sympathetic nerves that are infiltrated into the tumor. For instance, the β-adrenergic signaling have been identified for its critical role in the TME of many cancer types (Mravec et al, 2020) and both norepinephrine and epinephrine contribute to the initiation and progression of cancer (Barbieri et al, 2015; Bastos et al, 2018; Xia et al, 2019; Lamboy-Caraballo et al, 2020; Zhang et al, 2020), are associated to stress (Bastos et al, 2018; Zhang et al, 2019), and could be related to the EMT program (Shan et al, 2014). In other biological contexts, the β-adrenergic signaling have been observed as negatively influenced by the TGFβ cytokine (Iizuka et al, 1994; Nogami et al, 1994; Schluter et al, 1995; Huntgeburth et al, 2011). It will therefore be interesting to identify whether the β-adrenergic signaling is involved in the TGFβ induced tumor axonogenesis and to determine the function of other TME components such as fibroblast, smooth muscle, and endothelial cells. The characterization, identification, and understanding of the specific nature of tumor nerve components will require further investigations, and it will be interesting to associate specific biological contexts to specific innervation patterns. The link between tumor axonogenesis and EMT also appears specific of the biological context and the elucidation of associated mechanisms as well as the interplay between cancer cells, and the TME in this biological process still need further investigations.

The functional role of EMT during primary tumor axonogenesis may be related to the similarities between tumor related-EMT and neuroplasticity. Indeed, organization of neuronal circuits and tumor progression orchestrate common processes such as cell–cell contacts, cytoskeleton reorganization, and transcriptome reprogramming and thus share the expression of specific molecules such as neuronal cadherins or pluripotency transcription factors. We hypothesize that the expression of neuroplasticity-related factors activated during EMT may act as a decoy that mimic brain signals required for the homing of neural progenitors arising from the central nervous system.

Communication between the tumor and neuronal compartments could occur through direct contacts or secretion of proteins and/or exosomes (Madeo et al, 2018). However, the detailed mechanism(s) coordinating these exchanges and how they contribute to tumor progression still need further investigation (Vermeer, 2019).

Overall, by uncovering a new biological function of TGFβ on the tumor microenvironment, the present study may help reconcile some of the controversies regarding the precise role of EMT in tumor progression and metastasis.

## Materials and Methods

### Cell culture and reagents

NMuMG, 4T1, HEK293t, PC12, and Neuro2A cells were obtained from the American Type Culture Collection, and the MDA-MB-231-LM2 cells were graciously provided by Dr. Joan Massagué (Minn et al, 2005). The L1P and M1P cells that were used in the study are expressing a puromycin resistance gene that allows for their selection in vitro after isolation from the lungs. Cells were cultured in DMEM (Cat. No. SH30081.01; GE Healthcare Life Sciences) high glucose supplemented with 10% fetal bovine serum and 1% antibiotic/antimycotic solution (anti-anti–penicillin G, streptomycin, and amphotericin B). Primary cells and organoids culture were maintained in DMEM/F-12 supplemented with Anti–Anti, 10 mM Hepes (Cat. No. 15630-080; Gibco), 1× Glutamax (Cat. No. 35050-061; Gibco), Insulin 10 μg/ml (Sigma-Aldrich), B27 (1×; Gibco), EGF (50 ng.ml^−1^), FGF2 (5 ng.ml^−1^), Wnt3a (10 ng.ml^−1^), and R-Spondin-1 (50 ng.ml^−1^). All cells were cultured in a 37°C, 5% CO_2_ incubator. TGFβ was a generous gift from Genzyme Corporation. Antibody dilutions, company names, catalogue numbers and clone numbers, and their respective dilutions are listed below. Puromycin, blasticidin and G418 were purchased from InvivoGen.

### Spheroid culture

Female littermates at 6–9 wk of age were euthanized and the fourth inguinal MFP was isolated for mammary epithelial organoid culture. Fat pads were minced and treated with collagenase for 3 h. After dissociation, samples were centrifuged and resuspended in a 1:4 mixture of cold HF (Hanks’ Balanced Salt Solution supplemented with 2% FBS) and ammonium chloride solution. Samples were centrifuged at 350*g* for 5 min and pellets resuspended in DMEM/F12. Samples were centrifuged at 1,250*g* for 10 min, supernatant removed, and pellets resuspended in 10 ml DMEM/F12. Samples were pulsed to 1,250*g* for 3–4 s. Pulse centrifugation was repeated three more times after removal of supernatant and resuspension of pellet in 10 ml DMEM/F12.

Epithelial cell organoids were seeded in 50 μl Growth factor reduced Matrigel (Corning) at a density of 2 organoids/μl in 24 well plates. Pre-warmed organoid medium was added to wells following a 30–60 min incubation of cultures at 37°C to allow Matrigel to solidify.

### Lentivirus production

Lentiviral constructs targeting hnRNP E1, Platr18, Sema4F were obtained from the shRNA core at MUSC or cloned into the pLKO.1-neo construct (Addgene) using EcoR1/Age1 sites. HEK293t cells were grown to 60–70% confluence and transfected with the pLKO.1 shRNA plasmid containing the targeted hairpins, psPAX2, and pMD2.G packaging plasmids using Lipofectamine 3000 in OPTI-MEM. The medium was changed after overnight incubation to a fresh culture medium. Virus was collected and filtered at 24 and 48 h through a 0.45-μm sterile filter. For transduction, 1:5–1:2 ratios of virus containing media to culture media was incubated on the target cells with 8 μg/ml polybrene overnight.

### Care of animals and genetic models

All animal procedures are approved by the Animal Care and Use Committees of the Medical University of South Carolina. Mice carrying floxed alleles of PCBP1 on a C57BL/6 background were a kind gift from Dr. Philpott (NIDDK). Wild-type C57BL/6, Tg(MMTV-cre)4Mam/J mice, B6.FVB-Tg(MMTV-PyVT)634Mul/LellJ, FVB/N-Tg(MMTV-PyVT)634Mul/J, and FVB/NJ were purchased from the Jackson Laboratory.

PCBP1^fl/fl^ mice were crossed with the Tg(MMTV-cre)4Mam/J line to generate PCBP1^fl/fl^ MMTV-Cre^(+/−)^ and PCBP1^fl/fl^ MMTV-Cre^(−/−)^ mice. Triple mutant mice carrying PCBP1^fl/fl^ MMTV-Cre^(+/−)^ and PyVT^(+/−)^ were generated on a C57BL/6 background crossing with the B6.FVB-Tg(MMTV-PyVT)634Mul/LellJ line.

Male FVB/N-Tg(MMTV-PyVT)634Mul/J mice hemizygous for the PYVT transgene were crossed with noncarrier FVB/NJ females to generate PYVT females for experiments.

Primers used for genotyping are as follows: Cre-F: GCGGTCTGGCAGTAAAAACTATC and Cre-R GTGAAACAGCATTGCTGTCACTT. PYVT-F GGAAGCAAGTACTTCACAAGGG and PYVT-R GGAAAGTCACTAGGAGCAGGG. Primers used to detect the LoxP site upstream and downstream of PCBP1 were previously described (Ryu et al, 2017).

### Antibodies

Mouse monoclonal anti-E-cadherin (Clone [4A2], Cat. No. #14472, 1:2,000 dilution), Rabbit monoclonal anti-vimentin (Clone [D21H3], Cat. No. #5741, 1:2,000 dilution), Rabbit monoclonal anti-Smad2 (Clone [D43B4], Cat. No. #5339, 1:1,000 dilution), and Rabbit monoclonal anti-phospho-Smad2 (Ser465/467) (Clone [138D4], Cat. No. #3108, 1:1,000 dilution) were purchased from Cell Signaling Technology. Rabbit monoclonal anti-Ki67 (Clone [SP6], Cat. No. ab16667, 1:50 dilution) and rabbit polyclonal anti-tubulin-β3 (Cat. No. ab18207, 1:2,000 dilution) and polyclonal anti-ZO-1 (Cat. No. ab59720, 1:500 dilution) were purchased from Abcam, Inc. Mouse monoclonal anti-HSP90 (Clone [F-8], Cat. No. sc-13119, 1:10,000 dilution) was purchased from Santa Cruz Biotechnology, Inc. Rabbit polyclonal anti-tyrosine-hydroxylase (Cat. No. 25859-1-AP, 1:2,000 dilution) was purchased from Proteintech, Inc. Mouse monoclonal anti-hnRNP E1 (Clone [1G2] Cat. No. H00005093-M01, 1:1,000 dilution) was purchased from Abnova, Inc. Rat monoclonal anti-Sema4F (clone 780225 Cat. No. MAB7200, 1:200 dilution) was purchased from R&D Systems. Mouse monoclonal anti-Occludin (clone OC-3F10 Cat. No. 33–1500, 1:1,000 dilution) and Rabbit polyclonal anti-NGF (Cat. No. PA1-18377, 1:1,000 dilution) were purchased from Invitrogen. Mouse monoclonal anti–N-cadherin (clone 32 Cat. No. 610920, 1:1,000 dilution) was purchased from BD Transduction Laboratories.

### Primers

PCR primers were purchased from Eurofins Genomics:

Platr14-F GTGTAGGGGGACACCATCTG; Platr14-R TGAGCTGATTCCACTGAGACC; Platr16-F TGCCTCGTGGTAAGGAACTAC; Platr16-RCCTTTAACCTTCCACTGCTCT;
Platr18-F GCTCTGCTTCAGGGTTCCAT; Platr18-R TGGCAGGCCTTTGTGTAGAG; Platr20-F ATACGTGGAGGGAGTCACGA; Platr20-R GCGAGATTTGGCTCTTTGGC;
Vimentin-F AAGCACCCTGCAGTCATTCA; Vimentin-R TTGTACCATTCCTCGGCCTC;
E-cadherin-F GAAGGCTTGAGCACAACAGC; E-Cadherin-R AGATGGGGGCTTCATTCACG;
PCBP1-F CTGACTGGGCCTACCAATGC; PCBP1-R GCCGTACTGTTGGTCATGGA;
Sema4F-F AACGGTCAGCAGCTGTAATG; Sema4F-R AGCTCGGGAGATAATCGGCT;
FN1-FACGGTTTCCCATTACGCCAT; FN1-R TCATCCGCTGGCCATTTTCT;
TBP-F CGCAGCTTCAAAATATTGTATCTACC; TBP-R TCACTCTTGGCTCCTGTGC; GAPDH-F GGGTCCCAGCTTAGGTTCAT; GAPDH-R AGACACCAGTAGACTCCACG.

### Transfections

All cell transfections were carried out using 10 μg DNA per 10 ml of medium with cells at 70% confluence cultured in 100-mm plates. The transfection reagent Lipofectamine (Thermo Fisher Scientific) was used according to the protocol provided by the manufacturer.

### Western blot analysis

Western blot analysis was performed by standard SDS–PAGE. Whole cell lysates were prepared from 2 to 5 × 10^6^ cells in 300 μl of lysis buffer (20 mM Tris, pH 7.4, 1% Triton X-100, 10% glycerol, 137 mM NaCl, 2 mM EDTA, 1 mM Na_3_VO_4_, and protease inhibitors). Lysates were clarified by centrifugation at 4°C for 10 min in a Beckman tabletop microcentrifuge at maximum speed. Protein lysates were separated on 10 or 12% acrylamide minigels and transferred to immobilon-P membrane (Millipore). The membrane was blocked for 1 h in wash buffer (PBS containing 0.1% Tween 20) containing 5% nonfat dry milk followed by an overnight incubation with primary antibody diluted in the same blocking buffer. After extensive washing, the blot was incubated with secondary antibody for 1 h in blocking buffer, washed, and processed using the ECL+ Western blotting detection system (Amersham Biosciences).

### Immunofluorescence, FISH, and imaging

For immunofluorescence, cells were fixed for 15 min in PBS containing 3.7% (wt/vol) paraformaldehyde, followed by permeabilization with 0.2% (wt/vol) Triton X-100. Cells were then incubated 1 h in 3% BSA and incubated overnight with primary antibody in 2% BSA at 4°C. Then cells were incubated with secondary antibodies conjugated with Alexa Fluor (Life Technologies) at room temperature for 1 h followed by three washes with PBS before analysis with the FV10i confocal laser scanning microscope (Olympus).

### Single-molecule RNA FISH

Cells were fixed for 15 min in PBS containing 3.7% (wt/vol) paraformaldehyde, then slides were incubated overnight at 37°C in Stellaris hybridization solution containing the Platr18 probes set at 1:50 dilution. Cells are then washed three times in Stellaris wash buffers and stained with DAPI before imaging with Zeiss LSM 880 confocal microscope.

### Immunohistochemistry

Formalin-fixed, paraffin-embedded sections were deparaffinized in xylene, rehydrated in alcohol, and processed as follows. Sections were incubated with target retrieval solution (Dako) in a steamer for 45 min followed by 3% hydrogen peroxide solution for 10 min and protein block (Dako) for 20 min at room temperature. Sections were incubated overnight in a humid chamber at 4°C with antibody against Ki-67 (Clone [SP6], Cat. No. ab16667, 1:50 dilution) or against tubulin-β3 (Cat. No. ab18207, 1:2,000 dilution) purchased from Abcam Inc. followed by biotinylated secondary antibody (Vector laboratories) for 30 min and ABC reagent for 30 min. Immunocomplexes of horseradish peroxidase were visualized by DAB reaction (Dako), and sections were counterstained with hematoxylin before mounting. The tracking of the disseminated cells was performed by analysis of Ki67-positive cells into the lungs. The cancerous nature of the cells was validated by a certified pathologist.

### Fluorescence immunohistochemistry

Paraffin-embedded sections were deparaffinized in xylene, rehydrated in alcohol, and processed as follows. Sections were incubated with sodium citrate 10 mM retrieval solution in a steamer for 20 min followed by 10 min in deionized water and 30 min in blocking buffer (1% bovine calf serum in 1× phosphate buffer saline) at room temperature. Sections were incubated overnight in a humid chamber at 4°C with antibody against tubulin-β3 (Cat. No. Ab78078, 1:1,000 dilution) and tyrosine hydroxylase (Cat. No. ab75875, 1:100 dilution) purchased from Abcam and acetylcholine transferase (Cat. No. ab178850, 1:500 dilution) purchased from Abcam or TRPV1 (Cat. No. ACC-030, 1:500 dilution) purchased from Alomone labs, followed by fluorescent secondary antibodies Alexa Fluor 488/568–conjugated secondary antibodies (Cat. No. A11029 & A11036 1:11,000 dilution; purchased from Invitrogen) for 1 h at room temperature and then 5 min in Hoechst 33342 (Cat. No. 62249 1:1,000 dilution) before mounting. Fluorescent immunocomplexes were visualized by confocal microscopy.

### PCR analysis

Total RNA was isolated using TRIzol (Thermo Fisher Scientific). cDNA synthesis was performed using qScript cDNA synthesis kits with 100–1,000 ng of total RNA (Quantabio). Semi-quantitative PCR was conducted using Maxima Hot Start PCR Master Mix (Thermo Fisher Scientific). Real-time quantitative PCR was conducted using iQ SYBR Green Supermix (Bio-Rad) using CFX384 Real-Time System (Bio-Rad). Relative gene expression was calculated using RFX Manager software, and genes were normalized to TBP internal control.

### RNA/DNA sequencing

RNA sequencing was performed using the MUSC genomics shared resource. RNA was extracted by Trizol/phenol chloroform and analyzed for quality (RIN) by a Bioanalyzer (Agilent 2100). RNA was considered adequate for sequencing with RIN 7. After library preparation, single-pass sequencing runs were performed on an Illumina HiSeq2500 instrument. Read quality was assessed with FastQC. For RNA sequencing, the reads were aligned to M18 mouse genome assembly or GRCh38 human genome assembly with Bowtie2 and quantification to references was carried out with Partek (E/M). Differential expression analysis was performed in Partek Flow using the Gene Specific Analysis algorithm.

## Data Availability Statement

The data that support the findings of this study are available from the corresponding authors upon reasonable request. Bioinformatic data are available under the Gene Expression Omnibus accession numbers: GSE112797, GSE94637, GSE114572, GSE110912, GSE112797 GSE94637, and GSE146273.

### Statistical analyses

All statistical analyses were performed using Prism 7 (Graphpad) using one-way ANOVA analysis and *t* test. Human tumor samples analysis from The Cancer Genome Atlas were normalized in Log_2_ (Normalized count + 1) and subjected to Pearson rho scores and *P*-values analysis using the UCSC Xena platform. No statistical method was used to predetermine sample size and experiments were not randomized, and we were not blinded to allocation during experiments and outcome assessment. All the results are expressed as mean ± SD or other representations are specified in the figure legends. *P < 0.05; **P < 0.01; ***P < 0.001.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

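The authors deposited one table of counts per 1e6 reads (CPM) for 54986 genes in 20 libraries, and added 0.0001 to every value. By the paper's methods, reads were aligned with Bowtie2 and assigned to the mouse M18 annotation with Partek's expectation-maximization method. The table's sums are below 1e6 per library, between 0.547 and 0.797 times that number, so the values were scaled to more reads than those that fell in genes. Values were checked against the series labels, and Pcbp1 and Platr18 were read in the libraries of each silenced or overexpressing line.

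Whole read steps were found for 86.3% to 87.7% of the values in one kind of library and 96.6% to 96.9% in the other, so counts were not recovered and no count model was used. The values were taken to log2(CPM + 1) and fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend), with 10 condition means and 10 residual degrees of freedom. Genes with at least 1 CPM in at least 2 of the 20 libraries were tested, which gave 17106 genes, 904 of them of the 8 gene types counted as long noncoding. Genes were called at an unadjusted p under 0.001 and an absolute log2 fold change of at least 1, the limits of Fig 1B, and Benjamini-Hochberg adjusted p-values are given beside them. The largest adjusted p among the genes called was 0.00280 in E1KD, 0.00633 in L1P, 0.00226 after TGFβ, 0.00202 with Platr18 overexpression and 0.00334 after Platr18 silencing.

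Genes are named in the passages if the paper names them, or if they are among the 5 called genes, or 5 called long noncoding genes, with the smallest p or the largest log2 fold change in a comparison and their groups do not overlap. The genes first by F, those called at more than one step, the members of the axon families and the genes that tell the kinds of library apart were named after their values were seen. Platr18 was found in the table under Lncenc1. Replicate numbers come from the sample labels, and they were used as a block only in an alternative fit. Tables used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, figures matplotlib 3.10.9, and the search for copies of Pcbp1 BLAST 2.17.0. The fit was tested on simulated data of the same design: 97.8% of the genes whose change on the shifted scale was at least 1 were called, and in a comparison without changed genes 0 of 17106 were. The simulated libraries had one spread and no kinds of library, so these shares may not hold for the deposited data. The gene ontology enrichment, RT-PCR, imaging and animal data of the paper were not analysed here. Results for some single genes are not reported here.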

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

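The tests on the fall of Pcbp1 by library kind and by scaling, on Platr18 in E1KD SCR, and on Sema4f between the clones were chosen only after the result was seen, and the other tests were written before.

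The paper does not compare its control lines with each other. Between Empty vector and NMuMG 6044 of 17106 genes were called, and between E1KD SCR and E1KD 5987. The log2 fold changes of these comparisons had a Pearson r of 0.949 across genes, which fits a library batch. Histone genes, whose mRNA has no poly(A) tail, were higher in Empty vector than in NMuMG by a median of 4.69 over that of all genes (66 of 67 genes higher) and in E1KD SCR than in E1KD by 5.41 (67 of 67 higher). This fits RNA without a poly(A) tail that was kept in one kind of library and removed from the other, and the 2 kinds may come from different library preparations. The correlation with gene length was -0.066 and -0.063, so gene length is not an explanation. Each pair of lines also differs in a vector (the empty vector or the scrambled shRNA), and an effect of these vectors on single genes cannot be told apart from the library kind. E1KD, M1P and L1P, which carry the construct against hnRNP E1, are of the same kind as NMuMG, so carrying a construct does not by itself part the 2 kinds.

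Pcbp1 was lower in Empty vector than in NMuMG, although no silencing of hnRNP E1 is described for Empty vector: log2 fold change -3.17 (adjusted p = 1.3e-13 from limma, both libraries lower). A library batch fits in direction, as Pcbp1 was also lower in E1KD SCR than in E1KD, by -1.91. The authors' scaling does not explain it, as the fall was -3.22 with median-of-ratios rescaling. Reads shared between near-identical copies could not be tested: the gain of such copies is 0 because no annotated copy of Pcbp1 was found with a value in the table, so the fall cannot be told apart from reads lost to copies that are not annotated. The fall could come from the library kind, and a real fall in these cells cannot be ruled out.

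Platr18 was lower in E1KD SCR than in E1KD by -2.10 on the log2 scale (adjusted p = 3.0e-11 from limma, both libraries lower), and the effect of hnRNP E1 silencing on it differed between the kinds of library by 2.99 (standard error 0.131, adjusted p = 2.0e-09 from limma). The same difference was 2.43 for Sema4f (standard error 0.154, adjusted p = 5.8e-08 from limma). Platr18 was higher in Empty vector than in NMuMG by 0.90, and this rise is part of the difference itself, so it is no test of a library batch. The pattern cannot be told apart from a library batch whose effect depends on the line. The authors' scaling does not explain it, as the difference between the kinds was 2.81 with median-of-ratios rescaling. A swap with a line that is not silenced, or loss of the silencing, does not explain it, as Pcbp1 was lower in E1KD SCR than in Empty vector by -2.93. A swap among lines derived from E1KD cannot be excluded in this way. Pcbp1 was low in them too, at 2.98 CPM in E1KD Platr18 KD beside 3.37 CPM in E1KD SCR. Across all genes, which are not independent replicates, the E1KD effects in the 2 kinds had a Pearson r of 0.779, and 403 of the 497 genes higher in E1KD SCR than in Empty vector were also higher in E1KD than in NMuMG. Reads of the overlapping pseudogene RP24-192J9.1 were not tested as an explanation, so the pattern is not called biological. A change in the E1KD cells between the 2 sets of libraries is possibly involved, which a Platr18 measurement in E1KD and E1KD SCR cells of the same passage could test.

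Between the overexpression clones 750 genes were called. Sema4f was higher in clone 16 than in clone 12 by 2.05 (adjusted p = 3.2e-09 from limma, both libraries higher), while Platr18 was lower by -1.92 (adjusted p = 1.1e-09 from limma, both libraries lower). The authors' scaling does not explain the difference in Sema4f, which was 1.99 with median-of-ratios rescaling. The effects of the clones, set against different Empty vector libraries, had a Pearson r of up to 0.246, which fits a difference between clones. With both Empty vector libraries as the control of each clone, 22 genes were higher and 62 lower in both clones. By chance 1.49 and 4.36 would be, but the shared control can itself add to these overlaps. With 2 clones, an effect of the amount of Platr18 cannot be told apart from other differences between clones.

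Fn1 in replicate 1 of clone 12, at 13.5 CPM, was set apart from the 3 other overexpression libraries at 12.2 to 12.4 CPM, with a gap of 0.866 of the range. It was the only one of 16 Dixon tests to pass, where about 1 in 20 groups passes by chance. No explanation of this value was tested.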

How the results depend on the processing

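The alternatives for filter, pseudocount, scaling, fit, block, gene types, controls, clones and left-out libraries were set before the data were examined. The log2 ratio without a pseudocount, the crossed block and the comparison of E1KD SCR with Empty vector were added after the values were seen. Filter and trend settings cannot change a log2 fold change, so its stability under them shows nothing. Of 45 main results, 478 values were recomputed: 400 stayed the same, 74 moved, 2 became stronger and 2 were reversed. Of 89 other results with 690 values, 667 stayed the same, 11 were weaker, 8 stronger and 4 reversed.

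With pseudocount 0.1, the long noncoding genes called were 154 beside 66 in E1KD and 36 beside 12 in L1P. The genes called were 616 beside 249 with Platr18 overexpression, 633 beside 253 after silencing, 465 beside 207 in L1P and 1362 beside 750 between the clones. Platr18 ranked 13 by size in E1KD, and 3 by p and 18 by size in L1P. Sema4f ranked 10 by p and 4 by size with overexpression, and the family odds ratio with overexpression was 7.93, past p under 0.05. The Pearson r of the overexpression and silencing effects was -0.111 beside -0.193.

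With a mean of at least 5 CPM, 11517 genes were tested. The long noncoding genes called were 19 and 3, and the genes called were 127 with overexpression, 948 in E1KD, 139 after silencing, 115 in L1P, 3974 between Empty vector and NMuMG, 3868 between E1KD SCR and E1KD, and 476 between the clones. Of 150 long noncoding genes Platr18 ranked 2 by p in E1KD, 2 by p and 1 by size in L1P, and 41 by p and 53 by size after TGFβ, and Sema4f ranked 8 by p with overexpression.

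With only the compared groups in the fit, 36 long noncoding genes and 758 genes were called in E1KD. Platr18 ranked 19 by p in E1KD, 3 by p in L1P and 10 by F, and Sema4f ranked 55 by p. Platr14, Robo1, Nrp1, Vim, Cdh2, RP24-67N17.2 and ENSMUSG00000111888.1 lost their calls in E1KD, and Sema4f its call between M1P and E1KD. With all gene types other than protein-coding, 183 and 23 genes were called in E1KD and L1P, and Platr18 ranked 13 by p and 12 by size in E1KD, 14 and 5 in L1P, 914 and 1181 after TGFβ, and 14 by F, of 5236 genes.

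With median-of-ratios rescaling, Platr18 ranked 3 by p in E1KD and in L1P and 125 after TGFβ, Sema4f ranked 9 by p, and the family odds ratio with overexpression was 8.77. With equal sums these ranks were 3, 3 and, for Sema4f, 7. Scaling moved the direction of the calls: in E1KD 68.3% of the genes called were higher, beside 53.0% (771 of 1456) with median-of-ratios and 54.9% (842 of 1535) with equal sums. After TGFβ 43.3% were higher, beside 53.4% (1239 of 2319) with median-of-ratios. With equal sums the share was 37.3% (2435 of 6533) beside 58.2% between Empty vector and NMuMG, and 35.7% (2267 of 6347) beside 47.4% between E1KD SCR and E1KD, where it was 55.2% (3271 of 5924) with median-of-ratios. The median log2 fold change shifted by -0.15 in E1KD with median-of-ratios and -0.13 with equal sums, by -0.34 between Empty vector and NMuMG with equal sums, and by 0.12 and -0.22 between E1KD SCR and E1KD. For the difference between kinds of library in the E1KD effect, the share of genes higher was 73.0%, beside 57.4% and 58.8%, and the median shifted by -0.16 in both. Of the 1614 genes called in E1KD, 1279 were also called with median-of-ratios.

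Without a filter Platr18 ranked 331 by p after TGFβ and Sema4f 35 by p, and without a trend Platr18 ranked 5 by p in L1P. With NMuMG as the control of the clones 6498 genes were called, and Sema4f ranked 1201 by p, 976 by size and 742 among increases. With clone 12 alone, 624 genes were called and these ranks were 281, 169 and 39. With clone 16 alone Sema4f ranked 9 by p and 2 among increases. With E1KD without the scrambled shRNA as the control of silencing 6641 genes were called, and the odds ratio of genes lower with overexpression and lower after silencing was reversed, at 0.872 beside 12.6. The controls NMuMG and E1KD come from the other kind of library.

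With E1KD SCR against Empty vector, 36 long noncoding genes and 1023 genes were called, and Platr18 showed no detectable change, at -0.12 (adjusted p = 0.330 from limma), which is counted as reversed by its sign. That of Sema4f was 1.70, in the same direction. The log2 ratio of means without a pseudocount was, for Platr18, 3.59 in E1KD, 0.92 after TGFβ, 9.18 with overexpression and -4.30 after silencing, and for Sema4f 8.11 in E1KD, -1.81 in L1P, 8.502 after TGFβ, 5.57 with overexpression and -3.12 after silencing.

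With each library left out in turn, the log2 fold change of Platr18 stayed between 2.74 and 3.01 in E1KD, 1.46 and 1.53 in L1P, 0.53 and 0.66 after TGFβ, 8.41 and 8.62 with overexpression, and -1.83 and -1.77 after silencing. That of Sema4f stayed between 3.96 and 4.302 in E1KD, -1.26 and -1.16 in L1P, 4.44 and 4.58 after TGFβ, 2.60 and 2.73 with overexpression, and -1.57 and -1.48 after silencing.

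With the replicate number as a block, 1606 genes were called in E1KD, 207 in L1P, 2310 after TGFβ, 249 with overexpression and 253 after silencing. With the numbers of clone 16 crossed, the number with overexpression was again 249. The deviations of same-numbered libraries were correlated at 0.127 for clone 12 and Empty vector and at -0.125 for clone 16 and Empty vector. The correlation was largest between clone 16 and clone 12, at 0.287, and with the block 750 genes were called between the clones, as without it.

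The reversed values among the other results were all near 0: Platr16 after TGFβ, 0.0128 with median-of-ratios, Igsf11 after silencing, 0.0017 with equal sums, Snai1 with overexpression, -0.0253 with pseudocount 0.1, and Tjp1 after silencing, 0.0214 with equal sums.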

Differences from the paper's values

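The paper's text (Results, Fig 1B) gives 186 noncoding transcripts regulated between NMuMG and E1KD and 26 between M1P and L1P. Here 66 and 12 long noncoding genes were called. Of the alternatives set before the data were examined, pseudocount 0.1 (154 and 36) and all gene types other than protein-coding (183 and 23) came within 1.5 times the paper's numbers, and the others did not. The cause was not tested. The legend of Fig 1B states that long noncoding transcripts alone are plotted, so the count over all gene types other than protein-coding is a wider set than the paper's. The paper's text does not state the filter or pseudocount.

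Fig 1B places Platr18 at a log2 fold change of about 3.5 in E1KD, beside 2.87 here. With pseudocount 0.1 it was 3.495, and with the log2 ratio of means, added after the values were seen, 3.59, while E1KD SCR against Empty vector, also added, gave -0.12. Fig 2B places Platr18 at about 9 with overexpression, beside 8.51, where pseudocount 0.1 gave 8.85 and the log2 ratio 9.18, while clone 12 alone gave 9.47 and clone 16 alone 7.55. After Platr18 silencing it is at about -4.4, beside -1.80, where pseudocount 0.1 gave -3.62, E1KD without the scrambled shRNA as the control -3.90 and the log2 ratio -4.30.

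Fig 2B places Sema4f at about 5.5 with Platr18 overexpression (2.66 here), about 8 in E1KD (4.13 here), about 8.5 after TGFβ (4.51 here) and about -3.1 after Platr18 silencing (-1.53 here). The directions are the same. Pseudocount 0.1 gave 4.53, 6.76, 7.16 and -2.79, which still differ, and the log2 ratio without a pseudocount gave 5.57, 8.11, 8.502 and -3.12, which do not. The log2(CPM + 1) scale shrinks the changes of a gene with few reads in the control.

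The paper ranks Platr18 as the noncoding transcript most commonly regulated over the progression steps and as the first of the metastasis step. Here it ranked 6 by F over the 4 lines, and 8 by p and 2 by size between L1P and M1P. With a mean of at least 5 CPM it ranked 1 by size there, and with pseudocount 0.1 it ranked 18. The paper also ranks it first among noncoding transcripts after hnRNP E1 silencing and after TGFβ. For TGFβ it also shows RT-PCR and a separate RNA-seq time course, which were not analysed here. Here it ranked 7 by p and 4 by size in E1KD, and 217 and 242 after TGFβ, where it was not called. No alternative placed it first in either.

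The paper gives Sema4f as the transcript most regulated by Platr18 overexpression. Here, Platr18 aside, it ranked 7 by size, 20 by p and 1 among increases. These ranks are on the log2(CPM + 1) scale, which shrinks the change of Sema4f. With pseudocount 0.1 it ranked 4 by size and 10 by p. Genes were not ranked by the log2 ratio without a pseudocount, so the difference may lie in the scale alone.

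The paper states that Platr14, Platr16 and Platr20 are reactivated in tumor progression and in TGFβ-induced EMT. Besides these libraries it shows PCR and, for TGFβ, a separate RNA-seq time course, none of which was analysed here. Here Platr14 was called in E1KD (1.24), Platr20 changed by 0.66 and Platr16 by 0.13 without being called, and after TGFβ none of the 3 was called. With pseudocount 0.1 Platr20 was called in E1KD, at 2.52.

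Of the genes in Tables S2 and S3, all changed in the listed direction, and 3 of 10 and 6 of 28 were not called here. The fold of Flot1 in Table S3 is -2.97, beside -1.98 here. The folds of Table S3 were closest to those computed without E1KD replicate 1 (23 of 28 within 5%), then to those with median-of-ratios rescaling of both replicates (18 of 28), and the cause was not tested.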

Other observations

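The tests on Sema4f in M1P and on the relation of Sema4f to Platr18 were chosen only after the result was seen, and the others were written before.

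Across the 10 conditions, Sema4f and Platr18 had a Spearman rho of 0.285 (permutation test, p = 0.426, and 0.426 adjusted over 2 relations) and a Pearson r of 0.299 (permutation test, p = 0.400). Without the 2 overexpression clones they were 0.310 and 0.241 over 8 conditions. These values pool 2 kinds of library between which Platr18 itself shifts, and each kind holds only 5 conditions, under the 6 set as the least for a correlation. Whether Sema4f follows the level of Platr18 therefore cannot be told from these correlations. Within one kind of library, both rose in E1KD, after TGFβ and with overexpression, and both fell after silencing. From clone 12 to clone 16, however, Sema4f rose by 2.05 on the log2 scale while Platr18 fell by -1.92. From M1P to L1P Sema4f fell by -1.21 while Platr18 rose by 1.497. These opposite changes argue against the level of Platr18 alone setting that of Sema4f in these lines. Sema4f fell from E1KD to M1P by -1.96 on the log2 scale (adjusted p = 4.6e-09 from limma) while Platr18 rose. The authors' scaling is not the explanation, as the fall was -1.76 with median-of-ratios rescaling.

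Changes in genes with Platr18 overexpression and with Platr18 silencing had a Pearson r of -0.193 across genes, and -0.231 for clone 12 and -0.052 for clone 16 alone. Of the genes called in both, 30 changed in opposite directions and 20 in the same direction. The 30 include Platr18 itself, whose directions are set by the design. Whether one set of genes is controlled by Platr18 in both lines cannot be told from this value, as the lines differ in background.

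E1KD replicate 1 exceeded replicate 2 in 15373 of 17106 genes. After rescaling to equal sums the median log2 ratio was 0.0061, but such a rescaling removes an offset of any cause, and the SD of the log2 ratio was 0.383 before and 0.373 after it. The cause of the difference between the replicates cannot be told from this. Of the 28 folds in Table S3, 23 lay within 5% of the value computed without E1KD replicate 1. With both replicates, 0 did as deposited, 18 with median-of-ratios rescaling and 16 with equal sums, so another set of libraries and another scaling could each account for the table.

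The paper writes that Platr18 does not seem to control EMT. In the clones against Empty vector, the log2 fold changes were 0.35 for Vim (adjusted p = 0.0125 from limma), 0.45 for Cdh2 (adjusted p = 0.0138 from limma), 0.02 for Snai1, 0.04 for Cdh1, -0.05 for Tjp1 and -0.81 for Ocln (adjusted p = 2.3e-05 from limma). After Platr18 silencing in E1KD they were -0.73 for Vim (adjusted p = 2.7e-04 from limma), 0.18 for Cdh2, -0.24 for Snai1, 0.31 for Cdh1, -0.04 for Tjp1 and 0.86 for Ocln (adjusted p = 7.4e-05 from limma). None of these 6 markers reached the limit of 1 in either comparison at pseudocount 1, while Snai1 after silencing was -1.01 with pseudocount 0.1. Fn1, which the paper also uses as a mesenchymal marker, was called in both comparisons, at 1.08 with overexpression and -1.59 after silencing. In E1KD against NMuMG, Vim, Cdh2 and Snai1 rose by 1.40, 1.73 and 2.00, while Ocln, Cdh1 and Tjp1 changed by -0.95, -0.42 and -0.14 and did not reach the limit either, although Ocln did with pseudocount 0.1 (-1.02) and with either rescaling. The difference from the Platr18 comparisons was not tested. Ocln differed between the clones by 1.24 (adjusted p = 8.1e-07 from limma). Its means were 7.89 CPM in clone 12 and 19.9 CPM in clone 16, beside 22.9 CPM in Empty vector. The fall of Ocln thus rests mainly on clone 12, where it is past the limit of 1 on the log2(CPM + 1) scale.

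Pcbp1 fell after TGFβ by -0.48 on the log2 scale (adjusted p = 2.4e-04 from limma). Platr14 was lower in E1KD Platr18 KD than in E1KD SCR by -1.72 (adjusted p = 1.2e-08 from limma).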
